# Calcium bursts allow rapid reorganization of EFhD2/Swip-1 cross-linked actin networks in epithelial wound closure

**DOI:** 10.1038/s41467-022-30167-0

**Published:** 2022-05-06

**Authors:** Franziska Lehne, Thomas Pokrant, Sabnam Parbin, Gabriela Salinas, Jörg Großhans, Katja Rust, Jan Faix, Sven Bogdan

**Keywords:** Cytoskeleton, Cell migration, Calcium signalling, Actin, Lamellipodia

## Abstract

Changes in cell morphology require the dynamic remodeling of the actin cytoskeleton. Calcium fluxes have been suggested as an important signal to rapidly relay information to the actin cytoskeleton, but the underlying mechanisms remain poorly understood. Here, we identify the EF-hand domain containing protein EFhD2/Swip-1 as a conserved lamellipodial protein strongly upregulated in *Drosophila* macrophages at the onset of metamorphosis when macrophage behavior shifts from quiescent to migratory state. Loss- and gain-of-function analysis confirm a critical function of EFhD2/Swip-1 in lamellipodial cell migration in fly and mouse melanoma cells. Contrary to previous assumptions, TIRF-analyses unambiguously demonstrate that EFhD2/Swip-1 proteins efficiently cross-link actin filaments in a calcium-dependent manner. Using a single-cell wounding model, we show that EFhD2/Swip-1 promotes wound closure in a calcium-dependent manner. Mechanistically, our data suggest that transient calcium bursts reduce EFhD2/Swip-1 cross-linking activity and thereby promote rapid reorganization of existing actin networks to drive epithelial wound closure.

## Abstract (web summary)

Calcium serves as an important second messenger in signal transduction to the actin cytoskeleton. Here, we identify EFhD2/Swip-1 as a calcium-dependent actin cross-linker promoting rapid reorganization of actin networks in epithelial wound closure.

## Introduction

The actin cytoskeleton provides the mechanical forces driving cell shape changes and cell migration^1^. Cells have evolved more than 60 families of actin-binding proteins (ABPs) that maintain the pool of actin monomers and promote actin nucleation, elongation, severing, and cross-linking of filaments^2^. At the leading edge of migrating cells (the so-called lamellipodium), a dense network of actin filaments is nucleated and organized in branched arrays by the Arp2/3 complex, which is activated by nucleation-promoting factors^3^ such as WASP and WAVE proteins^3–7^. Arp2/3-mediated actin polymerization is referred to as dendritic nucleation by which branched actin networks generate actin pushing forces against the membrane surface^8^. Force generation in lamellipodia further depends on FMNL 2/3 formins and Ena/VASP family actin polymerases^7–9^.

3D-electron tomography analysis further suggested an additional important role of cross-linking proteins as mechanical elements that stabilize the actin network in the lamellipodium^10–12^. In response to mechanical or biochemical cues, dynamic changes in cross-linked filaments might further allow the migrating cell to rapidly alter its mechanics by converting highly cross-linked, elastic networks into weakly cross-linked, viscous networks^13^. Different classes of actin-binding proteins such as filamin, plastins, α-actinin, or fascin present in Arp2/3-dependent lamellipodia contribute to the stabilization of lamellipodium architecture and embedded actin bundles^14–21^. These proteins frequently exhibit a dual activity by either cross-linking filaments into loose networks or laterally into tight bundles of filaments in vitro, often depending on protein concentration. In vivo, actin bundles might be preferentially induced by a short actin cross-linker, such as fascin, whereas long cross-linkers with a long spacer between the actin-binding sites, such as filamin, rather cross-link the actin networks^2,22^.

Some of these actin-binding proteins additionally contain calcium-binding EF-hands^23,24^. Although the role of calcium in regulating cell shape and cell migration has been long recognized, it remained largely elusive, how EF-hand domain-containing actin-binding proteins regulate protrusion dynamics and cell motility by reorganization of the actin cytoskeleton in a Ca^2+^-dependent manner^24,25^. The EF-hand domain-containing EFhD2/Swip-1 protein has been previously described as a prime candidate for controlling calcium-depending actin bundling in different tissues across species^26–32^. EFhD2/Swip-1 was found significantly upregulated in a number of pathological conditions of inflammation, immune response, and cancer suggesting an important role of EFhD2/Swip-1 in cell migration and cell adhesion during immune cell response and cancer invasion^30,32–35^.

Here we identify EFhD2/Swip-1 as a calcium-dependent actin cross-linker required for lamellipodial protrusions in cell migration and epithelial wound response. Our data mechanically explain how calcium bursts allow a rapid reorganization of existing actin networks to drive epithelial wound closure.

## Results

### Swip-1 is upregulated in activated *Drosophila* macrophages

*Drosophila* macrophages undergo a remarkable shift from a quiescent sessile state to highly polarized migratory cells at the onset of metamorphosis^36,37^. 

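Hemocytes are the blood cells of the fly, most of them macrophages called plasmatocytes. The libraries used here came from hemocytes that expressed GFP under the hemolectin (Hml) driver and were sorted by flow cytometry, 3 libraries from wandering third-instar larvae and 3 from white prepupae. Polyadenylated RNA was made into libraries that keep no strand information and was sequenced as single reads of 50 bp. The authors trimmed the reads, aligned them with STAR to the dm6 genome and deposited the number of reads counted on each of 13395 genes, without normalization. The program that counted the reads is not given in the sources used here. The methods also list libraries of total hemocytes, which were not analysed here, and the text does not name which pair of groups its comparison used. The larval libraries held 25958543, 21038176 and 21067698 counts. The prepupal libraries held 19228352, 22110219 and 19791331 counts. The paper gives 20 to 30 Mio reads per sample.
From these counts, 7914 genes passed edgeR's filter on low counts and were tested for a difference between the stages with its quasi-likelihood test, after scaling by TMM factors. A gene was called at a false discovery rate (FDR, the Benjamini-Hochberg adjusted p) below 0.05, with no minimum fold change, since the methods state no threshold. Log2 fold changes are prepupal over larval throughout. Expression is given as CPM, the counts of a gene per 1000000 counts of its library, scaled by the TMM factors. The values of a gene depend in part on its transcript length. Across the 7873 tested genes with a known exonic length, the Spearman correlation of length with the log2 fold change was -0.40. Genes are not independent replicates, so it carries no p-value. The 789 shortest genes had a median log2 fold change of 0.54 and the 788 longest genes one of -0.64. Libraries of the same stage also differed along length. Larval replicate 2 against larval replicates 1 and 3 gave a correlation of -0.46, and prepupal replicate 2 against prepupal replicates 1 and 3 gave one of -0.51. The comparison was therefore also run with the length trend of each library removed, a setting chosen after seeing the data.

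**Figure D1:**
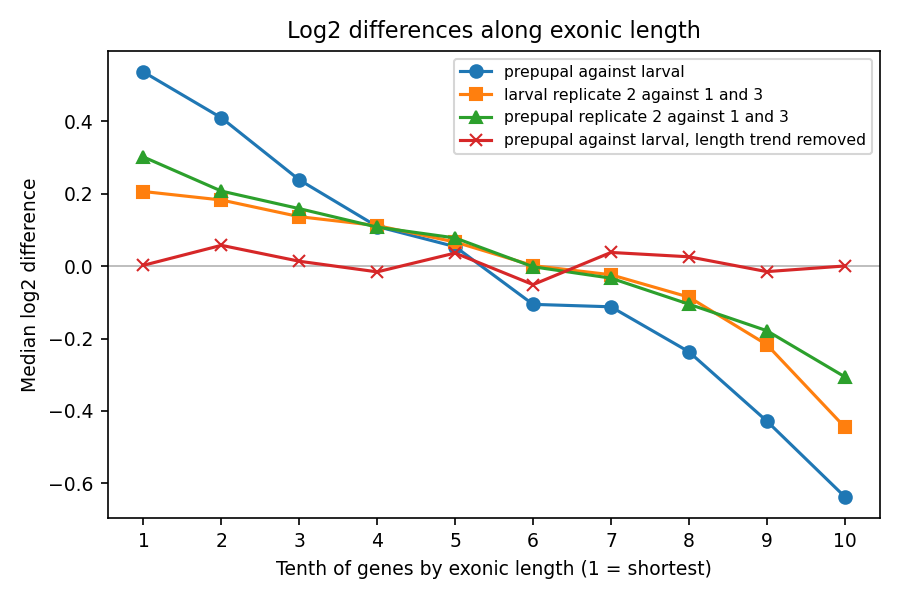
Median log2 difference in each of 10 groups of the tested genes, ordered by exonic length from the shortest (1) to the longest (10). Circles compare the stages, squares and triangles compare replicate 2 with the other 2 replicates of its stage, and crosses compare the stages after the length trend was removed. The stage difference runs from 0.54 to -0.64, and the crosses stay between -0.05 and 0.06.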

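Of the 7914 genes tested, 4264 differed between prepupal and larval Hml+ hemocytes at an FDR below 0.05, 2105 with higher and 2159 with lower expression in prepupae (3 libraries per stage). The minimum fold change moved this count most of the alternatives set in advance. With a change of at least 2-fold also required, 1580 genes were called, 621 of them higher in prepupae. DESeq2 with the same FDR called 4189 genes, 2108 of them higher, and 1619 genes with at least 2-fold, 672 of them higher. With each library left out in turn, between 3251 and 4552 genes were called. Scaling by total counts alone gave a similar count but another balance, with 1456 of 4383 genes higher, or 33.2% against 49.4%. Removing the length trend left 4055 called genes, of which 3237 were also called without that correction.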

Comparative RNA-seq gene expression analysis revealed 1542 differentially regulated genes, from which 804 genes are up-regulated in highly motile pupal macrophages compared to quiescent larval macrophages (Supplementary Fig. 1a). Among the top 50 cytoskeletal/motility candidates upregulated in pupal macrophages, we identified genes encoding known pro-migratory proteins such as FHOD1/Fhos^38^, different subunits of the Arp2/3 complex, and the WAVE Regulatory Complex (WRC) as well as several actin filament-binding proteins including the EF-hand domain-containing Swip-1 protein (Supplementary Fig. 1b). 

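Among the genes named for this comparison, Fhos (FBgn0266084, chromosome 3L, 8753619 to 8798719 of dm6) rose from 5.34 ± 0.664 CPM (SD, n = 3) in larval to 45.3 ± 12.8 CPM (SD, n = 3) in prepupal hemocytes. Its log2 fold change was 3.08 (standard error 0.21, FDR = 6.7e-06, edgeR). All 8 genes that encode subunits of the Arp2/3 complex, which branches actin filaments, were higher in prepupae at an FDR below 0.05, and 8 were also called when adjusted over the list alone. Their log2 fold changes ran from 0.36 for Arpc2 to 2.38 for Arpc3B, with a median of 0.71. Arpc3B, which went from 188 ± 64.0 to 976 ± 176 CPM (SD, n = 3 each), has a paralog, Arpc3A, with which the counting could have shared reads. Arpc4 rose by 1.55 (standard error 0.14), Arpc1 by 0.99, Arpc5, which shares 143 exonic bp with Drp1 on the opposite strand, by 0.74, Arp3 by 0.69, Arpc3A by 0.48 and Arp2 by 0.38 on the log2 scale. Drp1, with 1491 to 3488 counts per library against 3040 to 4953 for Arpc5, was not higher in prepupae (log2 fold change -0.25). Tested as a list against all other genes with camera at its preset correlation, the complex had an FDR of 0.0016 over 13 lists. The call was lost when the correlation between genes was estimated (FDR = 0.50). The test fry also called the list (FDR = 0.0036), but asks only whether its genes change, not whether they change more than others. A call by fry is a weak result here, since 4264 of the 7914 tested genes were called. Arp2, Arpc2 and Arpc3A were no longer called under scaling by total counts, which lowers the median log2 fold change of all tested genes to -0.22. Arp2 also lost its call without larval replicate 3 (log2 fold change 0.33) or prepupal replicate 3 (0.30). Arpc2 lost it without the low-count filter (0.35) and without larval replicate 1 (0.34) or 3 (0.37) or prepupal replicate 2 (0.30) or 3 (0.35). Arpc3A lost it when the length trend was removed (log2 fold change 0.20, FDR = 0.13).
Of the 5 genes of the WAVE Regulatory Complex, which activates Arp2/3, 2 were called higher. HSPC300 had a log2 fold change of 1.61 (standard error 0.19, FDR = 0.00012, edgeR) and SCAR, which shares 191 exonic bp with the gene piwi on the opposite strand, one of 0.58 (standard error 0.13, FDR = 0.0038, edgeR). The gene piwi had at most 16 counts in any library, against at least 6588 for SCAR. Called when adjusted over the list alone were the same number, 2. Sra-1, Hem and Abi had log2 fold changes of 0.22, 0.10 and 0.02 and were not called, and under scaling by total counts, which lowers all genes by about the same amount, Hem and Abi lay at -0.094 and -0.18. As a list, the complex was not called by camera (median log2 fold change 0.22, FDR = 0.19), while fry called it (FDR = 0.0068). HSPC300 is a short gene with 584 exonic bp. With the length trend removed its log2 fold change was 1.03, and Sra-1 (0.60) and Hem (0.39) were then called as well. From its own ranking of the cytoskeletal genes higher in pupal macrophages, the paper names Fhos, subunits of the Arp2/3 complex and the WAVE Regulatory Complex as known pro-migratory proteins, and Supplementary Fig. 1b lists HSPC300 of the latter.

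**Figure D2:**
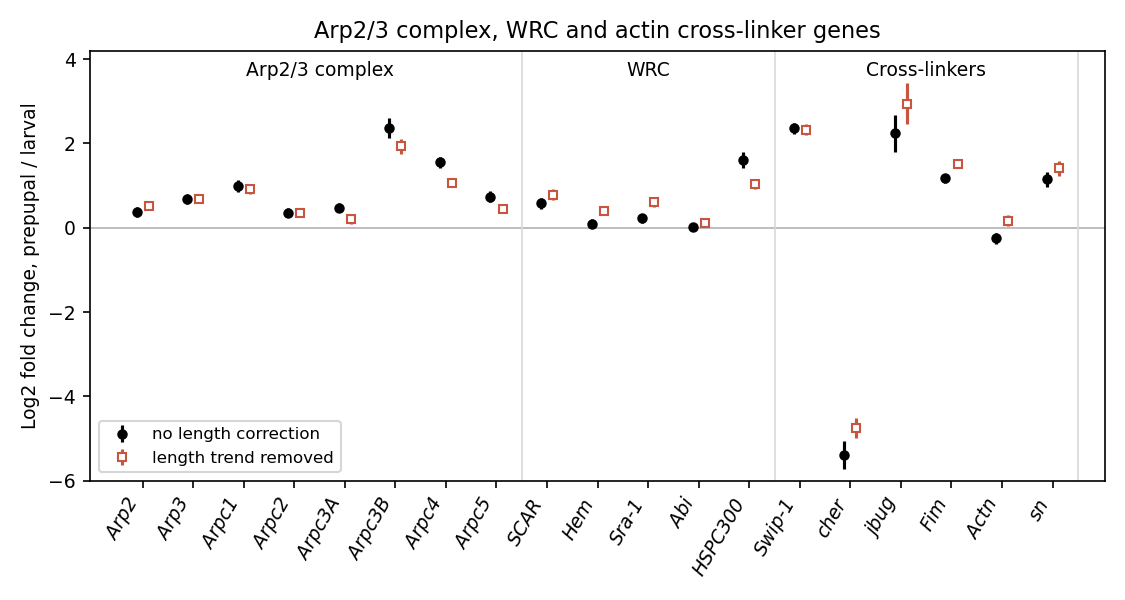
Log2 fold change of the genes of the Arp2/3 complex, the WAVE Regulatory Complex (WRC) and the actin cross-linkers, prepupal over larval, with standard errors as bars (3 libraries per stage). Filled circles are without and open squares with the removal of the length trend. The Arp2/3 genes lie between 0.36 and 2.38 without it.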

We focused our attention on Swip-1, which was significantly enriched in prepupal macrophages with a fold change^28^ of 2.46 (Supplementary Fig. 1b). 

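Swip-1 (FBgn0032731) lies on the minus strand of chromosome 2L of dm6, from 18977519 to 18987280, and has 2 annotated transcripts of 2 exons each. The first exon, from 18986672 to 18987280, holds the 5' UTR and the first part of the coding sequence. The second exon reaches to 18977519 in the longer transcript and holds the rest of the coding sequence and the 3' UTR. Its expression was 125 ± 16.6 CPM (SD, n = 3) in larval and 640.0 ± 22.5 CPM (SD, n = 3) in prepupal hemocytes. The raw counts were 3451, 2368 and 3277 in the larval and 11117, 12706 and 12682 in the prepupal libraries, so that every prepupal library lay above every larval library. The log2 fold change was 2.36 (standard error 0.13, FDR = 2.2e-06, edgeR), which is a 5.14-fold higher expression on the linear scale. It ranked as number 131 among the 2105 genes called higher in prepupae. The largest shift under the alternatives set in advance came from scaling by total counts, with 2.16, and leaving out each library in turn gave values between 2.29 and 2.47. It was 2.33 with the length trend removed. The 3' end of Swip-1 shares 669 exonic bp with the gene CG10431 on the opposite strand, and the libraries do not separate strands. CG10431 had at most 72 counts in any library and was lower in prepupae. Supplementary Fig. 1b gives the paper's value of 2.46 for Swip-1 as a log2 fold change.

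**Figure D3:**
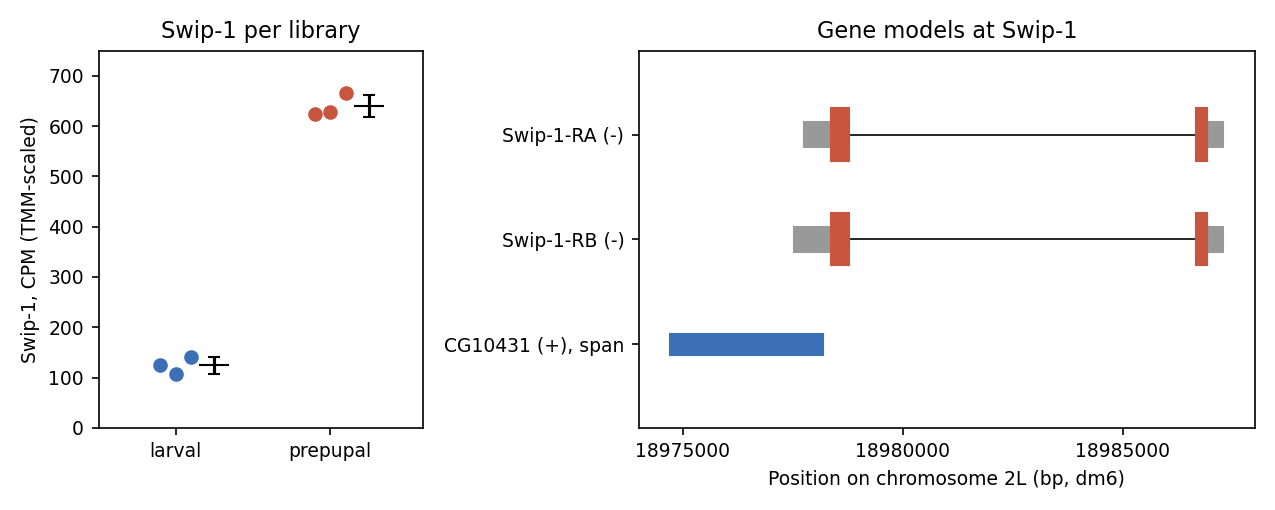
Left, expression of Swip-1 in each library in CPM (points) with the mean and SD (bars) per stage, 125 ± 16.6 in larval and 640.0 ± 22.5 in prepupal hemocytes. Right, the annotated transcripts of Swip-1 on chromosome 2L, with coding sequence in red and untranslated parts in grey, and the whole span of CG10431 in blue, which overlaps the 3' end of Swip-1.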

In variance to mammalian cells, *Drosophila* only contains a single gene encoding Swip-1 (Supplementary Fig. 1c). The domain structure of *Drosophila* Swip-1 protein resembles its mammalian orthologs, EFhD1 (also termed Swip-2) and EFhD2 (also termed Swip-1) bearing two highly conserved EF-hands and a C-terminal coiled-coil domain (ref. ^39^ and Supplementary Fig. 1c).

### Swip-1 localizes to protruding lamellipodia of macrophages

Ectopically expressed human EFhD2 has been found to localize to lamellipodial protrusions in motile cultured cells^30,40,41^. Consistently, we found that endogenous Swip-1 is highly abundant in protruding lamellipodia of *Drosophila* macrophages (Fig. 1a, a’, c). A complete loss of immunostaining in RNAi-depleted cells confirmed the high specificity of the anti-Swip-1 antibody (Fig. 1a’, b). Swip-1 displayed a prominent colocalization with F-actin in the lamellipodia (Pearson’s correlation coefficient: 0.68 ± 0.05; Manders’ colocalization coefficient: 85.3%). High-resolution structured illumination microscopy (SIM) analysis further revealed a striking localization of Swip-1 in a punctate pattern along actin filament bundles and cross-links (Fig. 1c, d). To visualize the dynamic localization of Swip-1 in protruding lamellipodia we generated transgenic flies expressing an eGFP-tagged protein. Spinning disk microscopy imaging of transgenic prepupae revealed a dynamic and broad localization of Swip-1-eGFP in protruding lamellipodia of crawling macrophages (Fig. 1e, e’ and Supplementary Movie 1). A localization in lamellipodia was also found in macrophage-like *Drosophila* S2R+cells^42^, transiently expressing eGFP-tagged Swip-1 (Fig. 1f). Interestingly, forced strong overexpression of Swip-1 even promoted lamellipodia formation as confirmed by quantification of increased lamellipodial width of transfected S2R+ cells compared to cells only transfected with eGFP control plasmids (Fig. 1g). Thus, Swip-1 localizes to protruding lamellipodia comparable to mammalian cells.

**Fig. 1:**
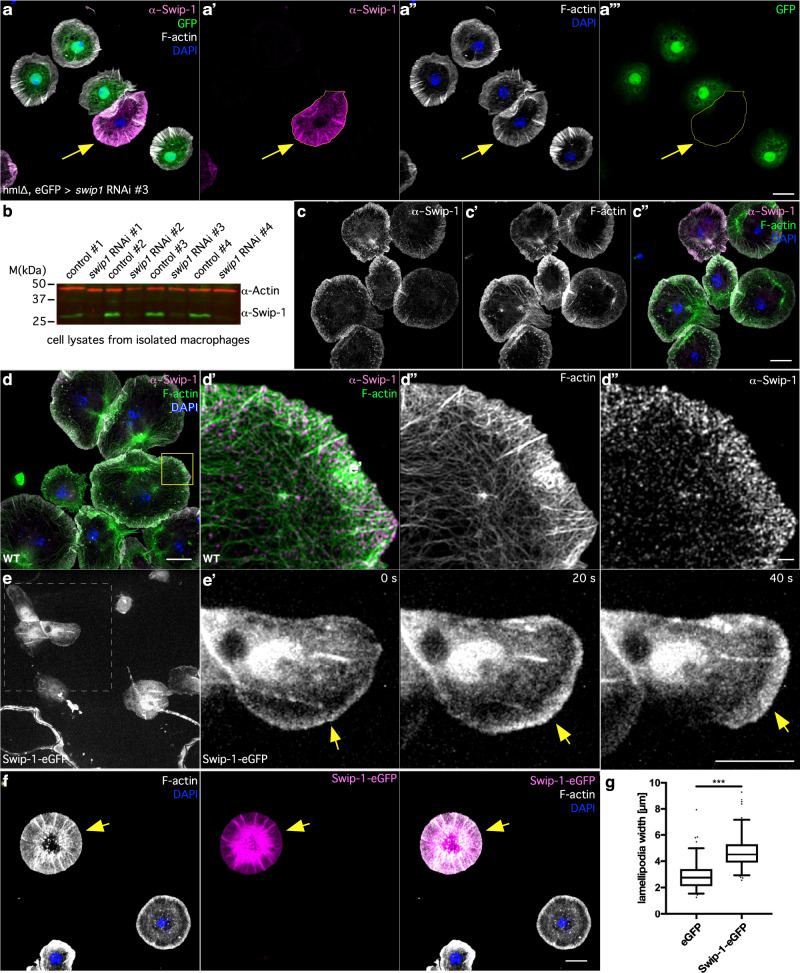
Swip-1 localizes to protruding lamellipodia. **a** Maximum intensity projection of confocal images of the actin cytoskeleton in prepupal macrophages expressing *swip-1* dsRNA marked by eGFP co-expression. Scale bars represent 10 µm. Cells were co-stained with anti-Swip-1 antibody (magenta), DAPI (blue), and phalloidin (white). The arrow marks an eGFP-negative wild-type cell with high Swip-1 expression. **b** Western blot analysis of lysates of macrophages cells expressing different *swip-1* dsRNA transgenes as indicated under the control of the *hemolectin*-Gal4 driver. The expression of dsRNA transgenes without the Gal4 driver serves as a control. Knock-down efficiency was validated with an anti-Swip-1 specific antibody. Actin served as loading control. **c**, **d** Structured illumination microscopic (SIM) images of wild-type prepupal macrophages co-stained for endogenous Swip-1 (magenta), phalloidin (green) and DAPI (blue). Scale bars 10 µm. **e** Frames of spinning disk microscopic video of a migrating macrophage expressing an Swip-1-eGFP fusion. The arrow marks the localization of Swip-1 in the protruding lamellipodium. Images were taken every 20 s for 30 min (see also Supplementary Movie 1). Scale bar 10 µm. **f** Maximum intensity projection of the confocal image of S2R+ cells transfected with Swip-1-eGFP fusion (magenta), stained with DAPI (blue) and phalloidin (white). Scale bar 10 µm. **g** Lamellipodia width of S2R+ cells either transfected with cytoplasmic eGFP or Swip-1-eGFP fusion was measured at five regions using Image J and averaged. Boxes indicate 50% (25–75%) and whiskers (5–95%) of all measurements, with black lines depicting the medians. *n* = eGFP WT: 20, Swip-1-eGFP: 21 cells each from one representative transfection. Two-sided Mann–Whitney test was used, *P* value: <0.001 (***). All images shown are representative of at least three independent experiments.

### Swip-1 promotes lamellipodia formation and controls macrophage migration

Since overexpression of Swip-1 promoted lamellipodia formation, we next sought to analyze the consequences of loss of *swip-1* function, which has yet not been addressed in *Drosophila*. The *Drosophila swip-1* gene is located on the second chromosome corresponding to the cytological location 37B8 (Fig. 2a). It consists of two exons encoding a 25 kDa protein. We took advantage of CRISPR/Cas9-mediated genome editing to introduce small deletions within the first exon of the *swip-1* gene locus (Fig. 2a). We isolated several viable frame-shift mutants resulting in a complete loss of Swip-1 protein (Fig. 2a, b). Macrophages isolated from mutant pupae showed an impaired spread morphology with a reduced lamellipodia width and a reduced circularity compared to wild type (Fig. 2c, d; quantification in Fig. 2e, f). Re-expression of Swip-1 substantially rescued defects in the spread morphology of mutant macrophages (Fig. 2f, g).

**Fig. 2:**
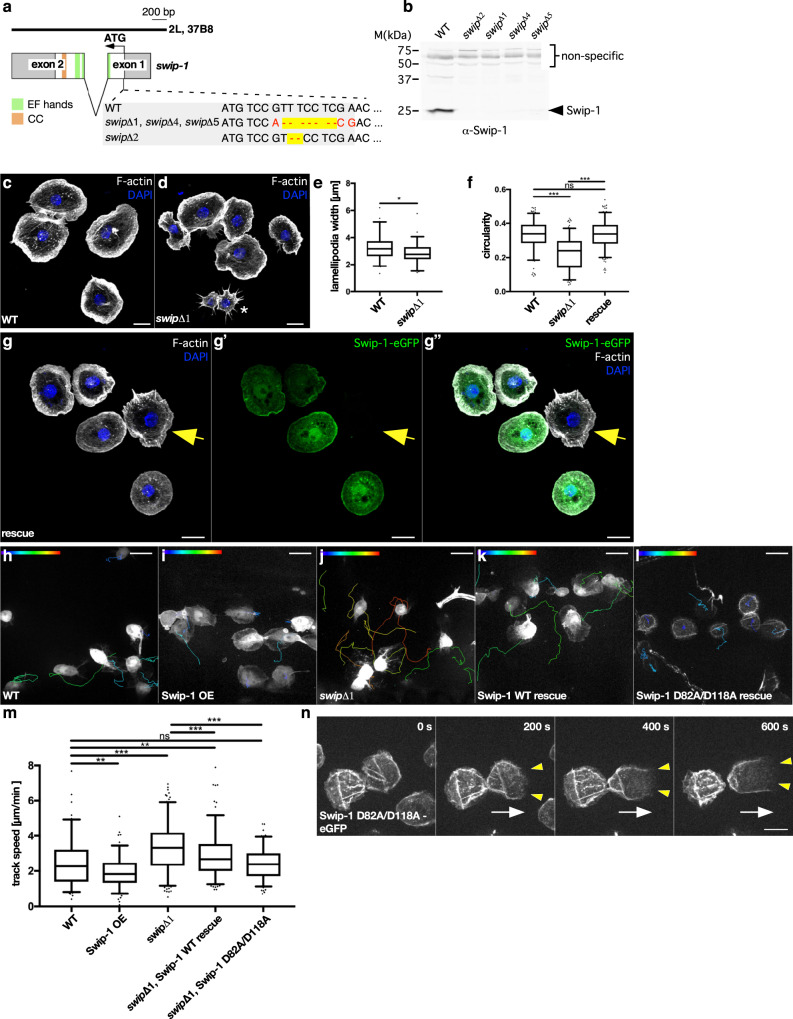
Loss of Swip-1 impairs lamellipodia formation and cell migration of macrophages. **a** Schematic overview of the *swip-1* gene locus. Exons encoding parts of distinct domains are indicated, EF domains in green and coiled-coil region in orange. The target sequence for CRISPR/Cas9 gene modification and generated *swip-1* deletions are depicted. **b** Loss of *swip-1* mutants were validated by Western blot analysis. Lysates from ten fly heads of wild-type and different mutant flies were analyzed. Non-specific bands (upper bands) serve as a loading control. All obtained mutants were validated once, hereinafter used swipΔ1 mutant flies were checked regularly in Western blot analysis of head lysates. **c**, **d** Confocal images of **c** wild-type and **d** *swip-1* mutant macrophages were co-stained with phalloidin (white) and DAPI (blue). Scale bars 10 µm. **e** Quantification of lamellipodia width at the leading edge, *n* = WT: 64, *swip-1* mutant: 61 cells of two independent experiments (*P* value: 0.012). **f** Circularity was measured using Image J shape descriptors, *n* = WT: 180, mutant: 192 (*P* value: >0.001), rescue: 209 cells (*P* value: 0.892). **g** Rescue of *swip-1* mutant macrophages re-expressing a Swip-1-eGFP fusion were co-stained with phalloidin (white) and DAPI (blue). The arrow marks mutant cells lacking Swip-1-eGFP that still show an irregular cell shape. **h**, **i** Spinning disk microscopy live imaging of randomly migrating macrophages in prepupae with indicated genotypes were tracked by using Imaris 9.3. Track speed mean is color-coded (0.06 to 6 µm/min) (**h**) wild type and (**i**) overexpression of a Swip-1-eGFP (OE) in a wild-type background, **j** *swip-1* mutant, (**k**) rescue with a Swip-1-eGFP, and **l** rescue with a Swip-1-D82A/D118A-eGFP, respectively. **m** Quantification of track speed mean, WT: *n* = 114 tracks, OE: *n* = 133 tracks (*P* value: 0.006), *swip-1* mutant: *n* = 206 tracks (*P* value: <0.001), rescue WT: *n* = 166 tracks (*P* values: 0.002 to WT and <0.001 to mutant), rescue SwipD82A/D118A: *n* = 136 tracks (*P* values: 0.594 to WT and <0.001 to mutant). **e**, **f**, **m** Boxes indicate 50% (25–75%) and whiskers (5–95%) of all measurements, with black lines depicting the medians. For statistical analysis, two values indicated by connecting black lines were compared with two-sided Mann–Whitney test, *P* value: 0.12 (ns), 0.033 (*), 0.002 (**), <0.001 (***). **n** Frames of spinning disk microscopy video of migrating *swip-1* mutant macrophages re-expressing Swip-1-D82A/D118A-eGFP. Images were taken every 20 s for 30 min. A white arrow indicates the direction of movement; yellow arrowheads mark the lamellipodium. Swip-1-D82A/D118A-eGFP localizes to the cell cortex but not to the protruding lamellipodium (see also Supplementary Video M3). Scale bar 10 µm. All images shown are representative of at least three independent experiments unless otherwise specified.

Noticeable differences were also seen in the motility of mutant cells in vivo. Macrophages initiate random cell migration in the 3D environment of a 2–4 h old prepupae^43^. Remarkably, automatic tracking of individual migrating mutant cells revealed a significant increase in cell speed, displacement from origin, and straightness of movement (Fig. 2j, quantification in Fig. 2m, and Supplementary Fig. 2a, b). Control cells migrated with an average track speed mean of 2.3 ± 0.9 µm/min whereas *swip-1* mutant cells migrated considerably faster with an average track speed mean of 3.9 ± 0.7 µm/min (Fig. 2m and Supplementary Movie 2). The increased migration speed of mutant cells was rescued by re-expressing Swip-1 (Fig. 2k and quantification in Fig. 2m). By contrast, the overexpression of the same Swip-1 transgene in a wild-type background resulted in subtle but significant reduced migration speed (Fig. 2i and quantification in Fig. 2m). Cells overexpressing Swip-1 formed enlarged but often depolarized lamellipodia protrusions, which is expected to reduce cell migration speed (Supplementary Movie 2). Thus, these results highlight a conserved role of EFhD2/Swip-1 in lamellipodial protrusions and immune cell migration in vivo.

We next analyzed the functional relevance of calcium binding of Swip-1 in macrophage migration. Based on sequence alignment, *Drosophila* Swip-1 has two predicted EF-hand motifs, EF-loop 1, 82aa DTARDGFLDLQE 93aa (corresponding to human EFhD2 105-116aa), and EF-loop 2, 118aa DEDNDGKISFRE 129aa (corresponding to human EFhD2 141-152aa). Mutations in the first highly conserved aspartate residues of both EF-loops (D82A/D118A; Supplementary Fig. S1c, marked by red boxes) have been shown to abolish calcium-binding capacity^29,44^. Interestingly, re-expression of such mutant Swip-1-D82A/D118A transgene failed to rescue migration defects of *swip-1*-deficient macrophages (Fig. 2I). Remarkably, Swip-1-D82A/D118A mutant protein was no longer enriched in actively protruding lamellipodia, but rather re-localized to the cell cortex suggesting that calcium or full activity might be critical for lamellipodial localization of Swip-1 (Fig. 2n and Supplementary Movie 3). Moreover, mutant macrophages re-expressing Swip-1-D82A/D118A often attached together and formed clusters (Fig. 2n). Cell cluster formation was also prominent in isolated mutant macrophages re-expressing Swip-1-D82A/D118A plated on surfaces coated with the ECM protein vitronectin and correlated with an increased ß-integrin accumulation at cell-cell contacts (Supplementary Fig. 2d). Compared to wild type, mutant cells showed an enhanced spreading and exhibited increased ß-integrin-marked focal adhesion sites along the leading edge (Supplementary Fig. 2e, f) suggesting a possible conserved role of Swip-1 in regulating integrin adhesion dynamics as recently reported in human breast cancer cell line^32^.

### Calcium promotes transient F-actin cross-links by EFhD2/Swip-1

We reasoned that impaired lamellipodia formation in *swip-1* mutant cells could reflect a direct effect of Swip-1 on the structure of the actin cytoskeleton network. Published work suggested that human EFhD2 induces actin bundling in the presence of calcium. This notwithstanding, in this study very high and thus rather non-physiological concentrations of recombinant human EFhD2 protein (up to 15 µM) have been used in in vitro co-sedimentation assays^30^. Moreover, previous binding assays were performed with GST-tagged fusion proteins that noticeably increased F-actin bundling activity of EFhD2^30^. Thus, we first determined the cellular concentration of endogenous Swip-1 in *Drosophila* cells by titrating defined amounts of recombinant protein with total cell lysates from *Drosophila* S2 and S2R+cells in immunoblots. From densitometric intensities, we calculated a cytoplasmic concentration of Swip-1 of about 0.3 µM. We next tested the actin-binding activity of purified recombinant Swip-1 protein in vitro. To exclude artificial oligomerization by the GST moiety, we removed the tag by proteolytic cleavage followed by a final polishing step of the Swip-1 protein. Then, we used high-speed sedimentation to determine the affinity and stoichiometry of Swip-1 to actin (Fig. 3a–d). In the absence of calcium, Swip-1 bound to F-actin with an estimated *K*_D_ of 4.3 ± 1.3 µM with a ∼1:1 (Swip-1: actin) stoichiometry at saturation (Fig. 3a, b). Remarkably, in the presence of calcium, the binding affinity of Swip-1 to F-actin increased approximately five-fold (K_*D*_ of 0.9 ± 0.1 µM; Fig. 3c, d). Interestingly, however, the binding stoichiometry changed to ∼0.5:1 (Swip-1: actin) in the presence of calcium supporting the notion that Swip-1 undergoes conformational changes upon Ca^2+^ binding^45^. Furthermore, we found in low-speed pelleting assays that in the absence of calcium Swip-1 significantly increased the amount of bundled/cross-linked actin filaments compared to low-speed pelleting assays in the presence of 1 mM Ca^2+^ (Fig. 3e, f and quantification in Fig. 3g).

**Fig. 3:**
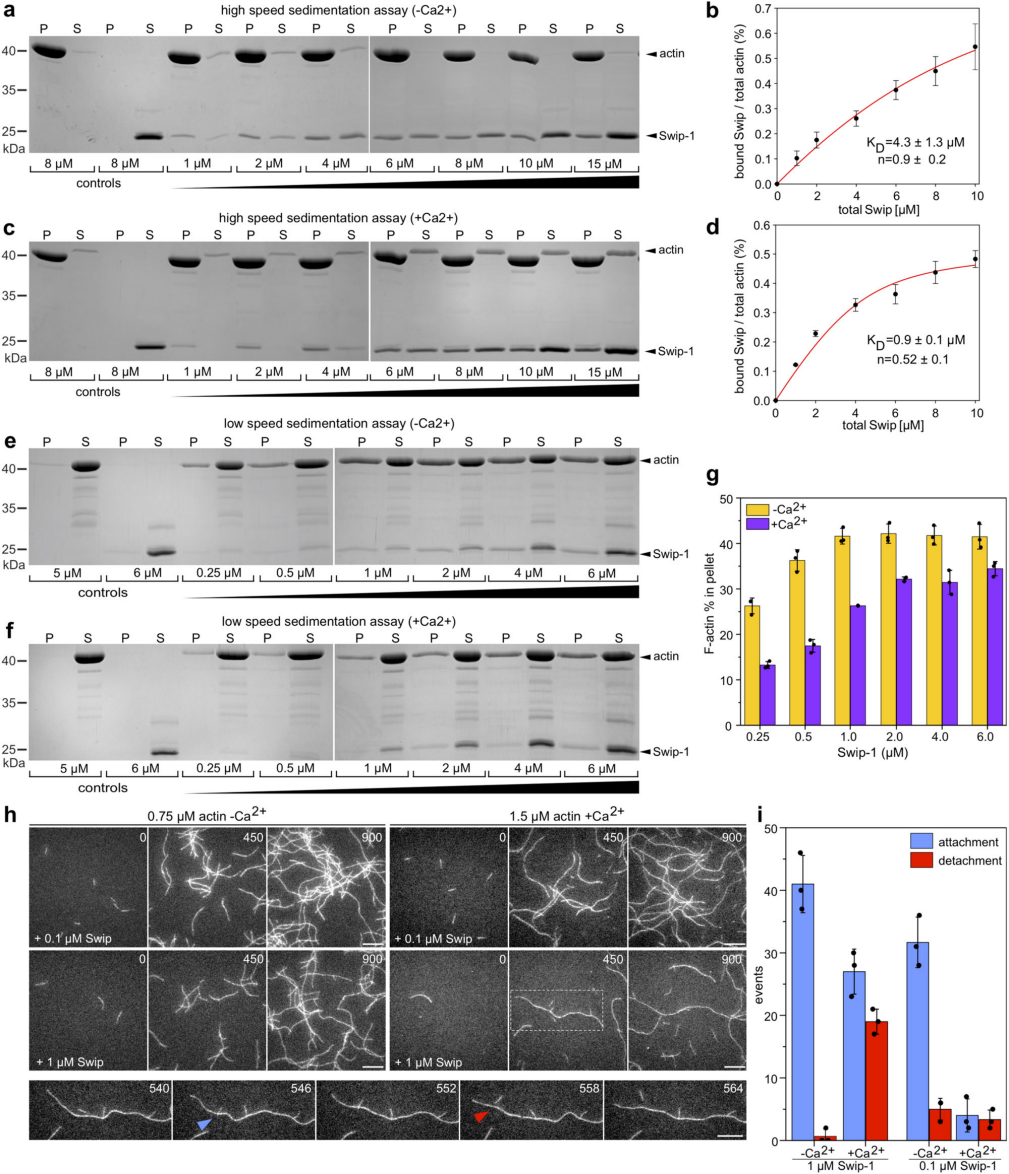
EFhD2/Swip-1 is a calcium (Ca^2+^)-regulated cross-linking protein. **a**, **c** Co-sedimentation of *Drosophila* Swip-1 with F-actin in high-speed pelleting assays in the absence or presence of 1 mM Ca^2+^. Increasing concentrations of *Drosophila* Swip-1 as indicated were incubated with 8 µM G-actin in polymerization buffer, and the proteins recovered in the pellet (P) and the supernatant (S) fractions after the centrifugation at 200,000 × *g* were stained with Coomassie blue. **b**, **d** Quantification of equilibrium constants and binding sites (*n*) on F-actin in the absence or presence of Ca^2+^ from experiments as shown in **a**, **c**. Points represent mean ± SD of increasing concentrations from three independent co-sedimentation experiments (*n* = 3). Solid red lines represent calculated binding isotherms. **e**, **f** Co-sedimentation of *Drosophila* Swip-1 with F-actin in low-speed pelleting assays at 20,000 × *g* in the absence or presence of 1 mM Ca^2+^. Increasing concentrations of Swip-1 as indicated were incubated with 5 µM G-actin in polymerization buffer, and the proteins in the pellet (P) and the supernatant (S) fractions were stained with Coomassie blue. **g** Quantification of F-actin in pellet fractions from experiments as shown in **e**, **f**. Bars represent mean ± SD of three independent co-sedimentation experiments (*n* = 3). Data points show the measured values of the experiments. **h** Ca^2+^ prevents stable cross-linking of actin filaments caused by *Drosophila* Swip-1. Time-lapse micrographs of TIRFM assays, used for the analysis of cross-linking behavior of Swip-1 in the absence or presence of 1 mM Ca^2+^. Polymerization of 0.75 or 1.5 µM G-actin (10% ATTO488-labeled) with 0.1 µM (top) and 1.0 µM *Drosophila* Swip-1 (middle) in the absence and presence of Ca^2+^. Note significantly cross-linked networks in the absence of Ca^2+^ as compared to assay conditions in the presence of Ca^2+^. The enlarged gallery of inset (dashed box) at the bottom displays dynamic cross-linking behavior of 1.0 µM *Drosophila* Swip-1 in the presence of Ca^2+^ at higher temporal resolution. The blue arrowhead marks an attachment event of a short filament with the longer filament and the red arrowhead depicts the detachment of the short filament after 12 s. Time is given in seconds in the upper right corner of each frame. Scale bars 10 µm. **i** Quantification of attachment and detachment events in the absence or presence of Ca^2+^. Bars represent mean ± SD from three movies each (*n* = 3). Data points show the measured values of the experiments.

To explore the effect of Swip-1 on actin filament architecture in more detail, we performed total internal reflection fluorescence (TIRF) microscopy that allows direct visualization of the assembly of single actin filaments and higher-order structures in real time^46^. We first compared actin assembly in the presence of either *Drosophila* Swip-1, human EFhD2, human α-actinin4, or human fascin in the absence of calcium to assess the general behavior of the proteins in vitro (Supplementary Movie 4). In contrast to human proteins, which induced the formation of prominent bundles at 0.5 µM concentrations, we could not observe any formation of actin bundles in the presence of 1.0 µM Swip-1 (Supplementary Movie 5). Rather, under all tested conditions ranging from 0.1–1.0 µM Swip-1 induced exclusively the formation of prominent actin cross-links in the absence of calcium (Fig. 3h and Supplementary Movie 5). Interestingly, we found that human EFhD2 protein exhibited a dual activity in vitro by preferentially cross-linking filaments into loose networks at lower concentration (100 nM) or laterally into loose bundles of filaments at higher concentration (1 µM). Notably, the bundling activity of human EFhD2 was calcium-insensitive but was dominated at higher protein concentrations (Supplementary Movie 6). In stark contrast, the actin filament cross-linking activity of *Drosophila* Swip-1 (Supplementary Movie 7) and human EFhD2 (Supplementary Movie 8) is regulated by calcium. Quantitative analysis of cross-link events revealed that in the absence of calcium even at 0.1 µM, Swip-1 induced stable, perpendicular cross-links between elongating actin filaments, creating a stable and highly cross-linked network over time (Fig. 3h and Supplementary Movie 5). However, cross-links between actin filaments were rare or nearly absent in the presence of calcium at the low Swip-1 concentration of 0.1 µM. At 1.0 µM Swip-1, the cross-links were more frequent, but still highly dynamic and short-lived as assessed by quantification of attachment versus detachment events of cross-linked filaments from time-lapse TIRF movies (Fig. 3h, i and Supplementary Movie 7). Similarly, we observed that human EFhD2/Swip-1 frequently induced stable cross-links in the absence of calcium, while it only bundled actin filaments in the presence of calcium (Supplementary Movie 8).

To assess the functional relevance of calcium binding of Swip-1 on actin filament architecture in vitro, we purified a recombinant calcium-binding deficient Swip-1 mutant protein D82A/D118A in which the highly conserved first coordinating aspartic acid of both EF-loops was replaced with an alanine. Subsequent TIRF analysis revealed that this mutant protein still induced stable, perpendicular cross-links, albeit in a calcium-independent manner (Supplementary Fig. 3 and Supplementary Movie 9). Unexpectedly, however, this mutant Swip-1 protein additionally acquired prominent actin-bundling activity (Supplementary Movie 9), suggesting a conformational change in the protein, caused by the exchange of the two negatively charged aspartic acid residues with alanine. Notably, conformational changes in the EF-hand triggered by calcium binding have been previously also shown to modulate F-actin binding in both human α-actinin and EFhD2^45,47^. Taken together, our data uncover a calcium-regulated actin cross-linking activity of EFhD2/Swip-1, conserved between humans and flies, which might be relevant in diverse cellular processes depending on calcium-induced rapid reorganization of dynamic actin networks.

### Swip-1 localizes to lamellipodial protrusions in a calcium-dependent manner during epithelial wound closure

To better understand the physiological relevance of Swip-1 function within a calcium-dependent in vivo tissue context, we established a single-cell wounding model system using larval epidermal cells (LECs) in the early pupal stages of *Drosophila* development. LECs are up to 70 µm in diameter cells and form a polarized epithelial monolayer. During mid-metamorphosis LECs undergo apoptosis and are replaced by epidermal histoblast cells forming the new adult epidermal sheet^48^.

Spinning disk, live-cell imaging microscopy of the dorsal side of the abdomen of 18 h APF old pupae ubiquitously expressing a LifeAct-eGFP transgene revealed a tight epidermal sheet consisting of large polygonal epithelial cells (Fig. 4a, b). Epithelial cells showed an overall stationary cell behavior with only very small membrane protrusions formed along their cell–cell contacts (Fig. 4b; unwounded). This was dramatically changed upon laser-induced single-cell wounding. In the first minutes, F-actin assembled into broad lamellipodial protrusions within cells at the wound edge (front row; Fig. 4c and Supplementary Movie 10). Time-lapse movies further demonstrated that lamellipodial protrusions reached a maximum size between 5–10 min after wounding. Thereafter, lamellipodia formation decreased and coexisted with an increasing number of contractile actin bundles, which were formed at the leading edge of the wound, contracted laterally to pull cells forward, and increasingly contributed to wound closure (Fig. 4c and Supplementary Movie 10).

**Fig. 4:**
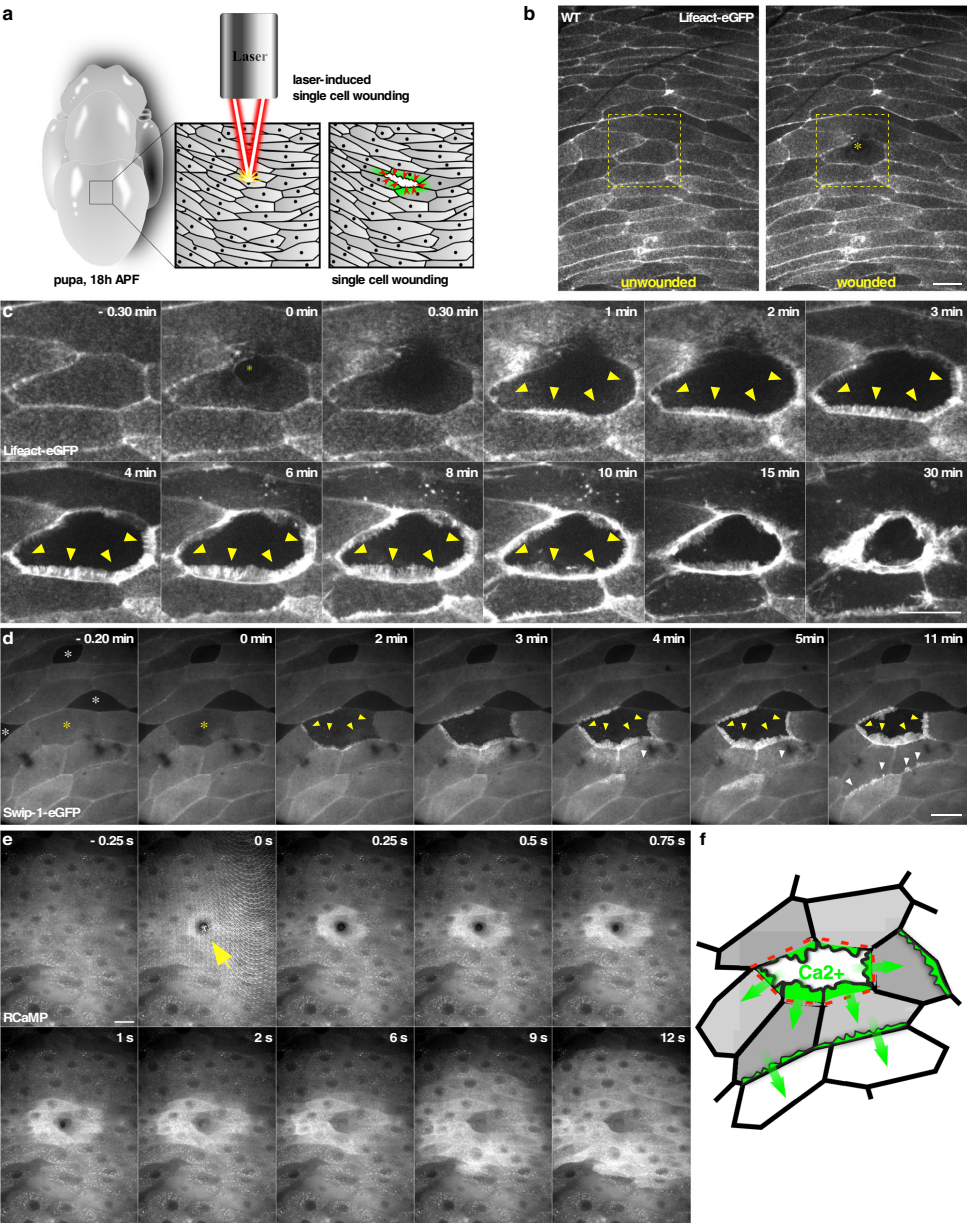
Swip-1 is recruited to lamellipodial protrusions during epithelial wound closure in vivo. **a** Schematic of the in vivo model to study calcium-dependent wound healing in early *Drosophila* pupal stages. **b**, **c** Single-cell ablation in the abdominal epidermis of a wild-type 18 h APF old pupa ubiquitously expressing a Lifeact-eGFP transgene under the control of the *da*-Gal4 driver. Images were taken every 30 s for 30 min, ablation starts at *t* = 0 min. **b** Overview of the imaged area of the monolayered epithelium, an asterisk indicates ablated cell. Scale bar 25 µm. **c** Magnification of the ablated cell of **b** at the indicated times. Arrows show forming lamellipodial protrusions at the wound margin. Scale bar 25 µm. **d** Single-cell ablation in the abdominal epithelium of a 18 h APF old pupa ubiquitously expressing Swip-1-eGFP transgene; yellow asterisk indicates the position of the ablated cell. White asterisks mark specialized epidermal cells, so-called tendon cells providing attachment sides to the muscles. These tendon cells lack Swip-1-eGFP expression driven by the *da*-Gal4 driver. Yellow arrows mark lamellipodial protrusions at the wound margin, whereas white arrows mark induced lamellipodia of cells several rows back from the wound site exhibited a delayed response. Scale bar 25 µm. **e** Single-cell ablation in the abdominal epidermis of a 18 h APF old pupa ubiquitously expressing the calcium indicator RCaMP. Changes of intracellular calcium are visible as increasing fluorescence intensity. The calcium wave is propagated in a circular fashion with a velocity of 2.2 ± 0.7 µm/s. Scale bar 25 µm. **c**–**e** Images shown are representative of **a** nine and **b**, **c** at least three independent experiments. **f** Schematic of the calcium wave-inducing membrane protrusions after wounding.

Imaging of a Swip-1-eGFP tagged transgene immediately after laser cell ablation revealed prominent recruitment of Swip-1 from the cell periphery into newly formed lamellipodial protrusions oriented towards the wound area (Fig. 4d and Supplementary Movie 11). Remarkably, we observed that after some time, even epithelial cells several rows back from the wound site exhibited a delayed response by extending lamellipodia marked by EFhD2/Swip-1-eGFP along intact cell–cell contacts (marked by white arrows in Fig. 4d and Supplementary Movie 11). This could also be observed in epithelial wounds using the Lifeact-eGFP transgene (Supplementary Movie 10).

This suggests that the initial wound signal is transmitted to undamaged cells, possibly by a rapid influx of calcium into the cells as previously observed in embryonic and pupal wound models^49,50^. To test this hypothesis, we took advantage of an mRuby-based RCaMP1, a genetically encoded calcium reporter^51^. Expression of RCaMP1 under the control of *da*-GAL4 did not reveal significant changes in calcium levels before wounding (Fig. 4e and Supplementary Movie 12). However, immediately after wounding, a dramatic increase of intracellular calcium was observed as a bright fluorescence signal, first observed in front-row cells, but then rapidly spreading to more distal cell rows within 20 s (Fig. 4e and Supplementary Movie 12). After initial calcium wave propagation, the levels of intracellular calcium decreased from the periphery to the margin of the wound within a minute (Supplementary Movie 12). Combined, these data strongly suggest that wound-induced cytosolic calcium increase might promote transient remodeling of the cortical actin cytoskeleton to allow subsequent lamellipodial protrusion and cell constriction driving wound closure (Fig. 4f).

### Swip-1 function is required for epithelial wound closure in vivo

We then explored the physiological function of Swip-1 in epithelial wound closure in more detail. Epithelial cells deficient for Swip-1 showed prominent wound closure defects (Fig. 5b, c). Mutant cells at the wound edge still formed cell protrusions (Fig. 5b, yellow arrowheads). However, the size and the sheet-like shape of these protrusions were reduced with more prominent irregular, highly unstable spike-like filopodia unlike wild-type cells (Supplementary Movie 13). To better quantify wound closure defects, we measured the wound area over 60 min, normalized to the initial wound size at time zero (Fig. 5c). In the wild type, in the first 90 s after ablation, the wound area first expanded as a possible consequence of tissue tension release as previously reported in embryonic wound closure^49,50^. Thereafter, wild-type cells immediately initiated the formation of lamellipodial protrusions (see Figs. 4c and 5c). By contrast, in *swip-1* deficient cells the initial expansion phase was prolonged and the formation of protrusions was markedly delayed (Fig. 5b, c). Even greater differences were observed in the subsequent contraction of cells at the wound margin, which already started after five minutes after ablation in the wild type. In contrast, in *swip-1* mutants wounds either completely failed to constrict or showed a dramatic delay up to 25 min. Accordingly, mutant wounds remained nearly open even at 60 min after ablation, whereas wild-type wounds were generally already closed up to 70% of the initial wound size (Fig. 5d). Re-expression of a full-length Swip-1 protein, but not deletion constructs lacking either the EF-hands (ΔEF), deficient for calcium binding (EFhD2/Swip-1-D82A/D118A) or the coiled-coil domain (ΔCC) could substantially rescue wound closure defects (Fig. 5c, d). Taken together, these data indicate that appropriate wound closure requires both functional calcium-binding and dimerization of Swip-1. Mechanistically, these data provide a mechanism for how elevated calcium levels result in rapid reorganization of actin networks driving epithelial wound closure. Given the cryptic lamellipodia formed at the mutant epithelial wound edge, Swip-1 seems to be not only essential for the initial calcium-dependent remodeling of actin filaments, but also later for stabilizing lamellipodia protrusions when calcium has been decreased to basal levels.

**Fig. 5:**
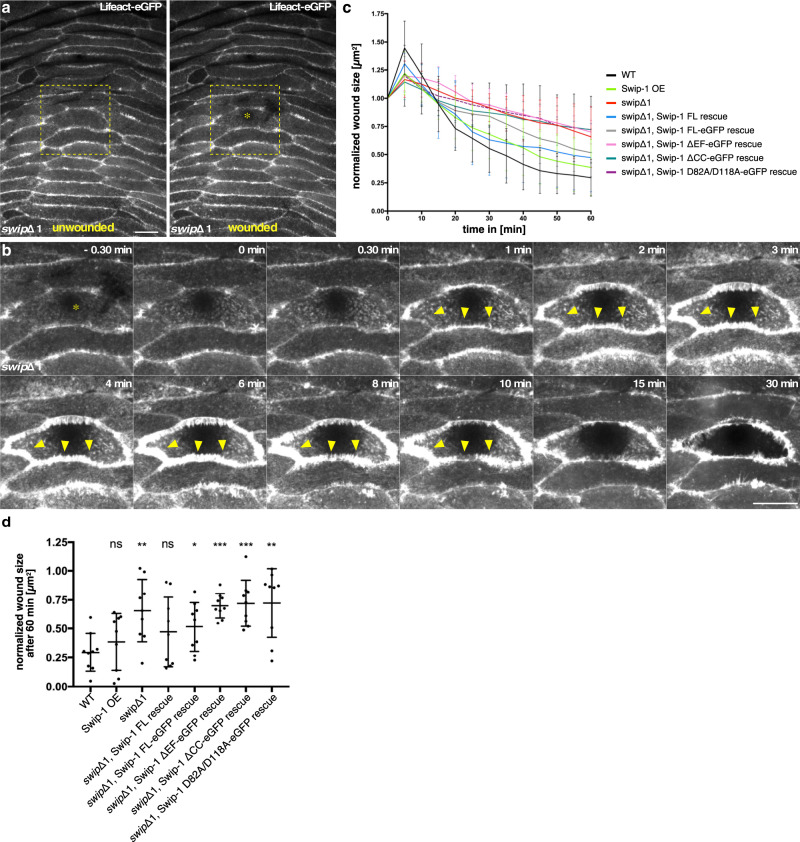
Epithelial wound closure requires Swip-1 function. **a** Single-cell ablation in the abdominal epidermis of a *swip-1* mutant 18 h APF old pupa ubiquitously expressing a Lifeact-eGFP transgene under the control of the *da*-Gal4 driver. Images were taken every 30 s for 60 min, ablation starts at *t* = 0 min. Overview of the imaged area, an asterisk indicates the position of cell ablation. Scale bar 25 µm. The image is representative of nine independent experiments. **b** Magnification of ablated cell shown in **a** at the indicated times, arrows indicate irregular unstable lamellipodial protrusions at the wound margin. Scale bar 25 µm. **c** Quantification of wound closure in wild type (WT), *swip-1* mutant (swipΔ1), after overexpression (Swip-1 OE) and rescue by re-expressing distinct Swip-1 transgenes, FL: full-length; ΔEF: lacks the EF hands and ΔCC: lacks the coiled-coil region. Wound size was measured every 5 min and normalized to the initial size of the unwounded cell. **d** Excerpt of data from **c**. After 60 min, wound closure was assessed by comparing the remaining wound size normalized to unwounded cell size to wild type. Each point represents one experiment. *P* values: Swip-1 OE: 0.387, swipΔ1: 0.008, swipΔ1, Swip-1 FL rescue: 0.340, swipΔ1, Swip-1 FL-eGFP rescue: 0.040, swipΔ1, Swip-1-ΔEF-eGFP rescue: <0.001, swipΔ1, Swip-1-ΔCC-eGFP rescue: <0.001, swipΔ1, Swip-1-D82A/D118A-eGFP rescue: 0.006. **c**, **d** Bars represent the mean ± SD of nine independent experiments for each genotype. Two-sided Mann–Whitney test was used to compare each genotype individually to WT, *P* values: 0.12 (ns), 0.033 (*), 0.002 (**), <0.001 (***).

### EFhD2/Swip-1 stabilizes lamellipodial protrusions for efficient force transmission in adhesive 2D cell migration

To experimentally test the relevance of EFhD2/Swip-1 in lamellipodium formation and protrusion in the absence of calcium gradients, we analyzed the function of EFhD2 in the highly polarized B16-F1 mouse melanoma cells forming prominent lamellipodia when migrating on laminin on a 2D surface. Subcellular localization of human EFhD2 in transiently transfected B16-F1 mouse melanoma cells confirmed its conserved localization in lamellipodial protrusions (ref. ^30^ and Fig. 6a). Human EFhD2 fused to EGFP could readily be observed in F-actin enriched lamellipodial protrusions and on intracellular vesicles (Fig. 6a). Co-immunostaining with antibodies directed against the WRC subunit WAVE2, the actin polymerase VASP, and the F-actin binding protein cortactin, which is highly reminiscent of Arp2/3 localization, revealed that EFhD2 localizes broadly within lamellipodia but not to the tip of the leading edge of B16-F1 cells (Fig. 6a). The siRNA or shRNA-mediated knockdowns of EFhD2 in HeLa, NIH 3T3, and B16-F10 cells have been previously reported to diminish cell spreading and wound healing in the scratch assay^30,41^. The latter study additionally observed diminished cell speed of EFhD2-depleted B16-F10 cells stably transduced with shRNA EFhD2 and shRNA-control in 2D assays. To thoroughly examine the function of EFhD2 in lamellipodium formation, protrusion, and 2D-cell migration on the single-cell level in a genetic knockout, we inactivated EFhD2 by CRISPR/Cas9 in B16-F1 cells. Disruption of the *EFhD2* gene in two independent clonal cell lines (KO #10 and #33) was verified by sequencing of genomic target sites and loss of protein was additionally confirmed by immunoblotting (Fig. 6b). Migration rates of B16-F1 wild-type cells and both mutants were then analyzed on laminin by phase-contrast time-lapse microscopy (Supplementary Movie 14). In line with the previous work^41^, loss of EFhD2 in B16-F1 cells caused a significant reduction in cell speed (Fig. 6c). Moreover, effective migration as assessed by quantification of mean square displacement (MSD) was substantially diminished (Fig. 6d). Since 2D migration on flat surfaces is largely driven by actin assembly in the lamellipodium, we then analyzed actin filament (F-actin) content in B16-F1 and EFhD2-KO cells after phalloidin staining. Notably, quantitative analysis of lamellipodia revealed no changes in F-actin intensity (Fig. 6f). Interestingly, however, lamellipodia widths in EFhD2 knockout cells on 2D substrates were reduced by almost 40% as compared to control (Fig. 6g). The number of microspikes in mutant cells though, remained unchanged as compared to control (Fig. 6h). Finally, we asked whether or to which extent lamellipodia protrusion was affected. To this end, we recorded the wild type and EFhD2-deficient cells randomly migrating on laminin by time-lapse, phase-contrast microscopy and determined the respective protrusion rates by kymograph analyses (Fig. 6i, j). Quantification revealed lamellipodia protrusion to be reduced by about 30% in both mutants compared to the B16-F1 control (Fig. 6k). Combined these data strongly suggest that cross-linking of adjacent actin filaments within dendritic arrays by EFhD2 significantly contributes to the mechanical stability of lamellipodia to drive efficient protrusion.

**Fig. 6:**
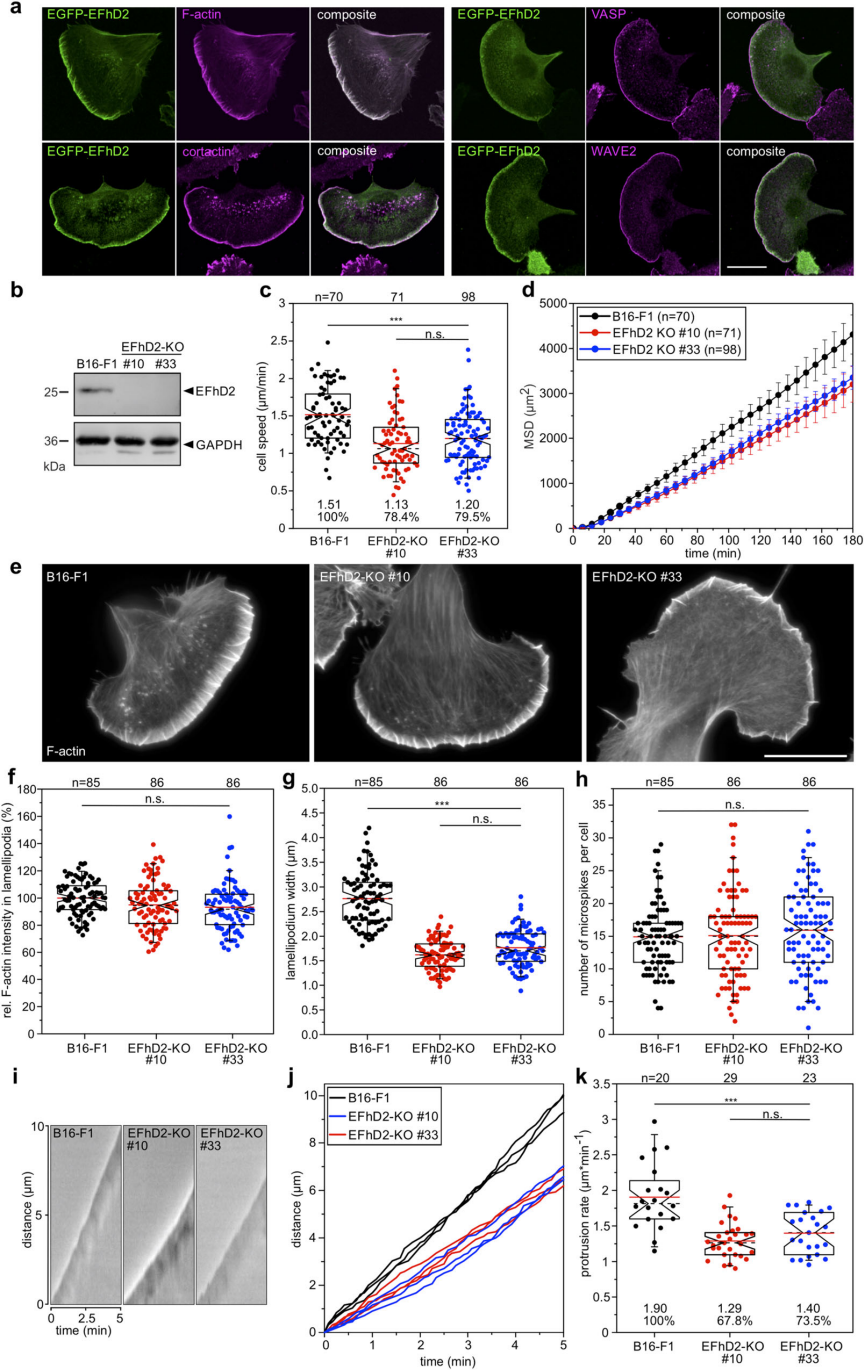
Loss of EFhD2 impairs lamellipodia formation and adhesive 2D cell migration of mouse B16-F1 cells. **a** EGFP-tagged EFhD2 expressed in B16-F1 cells co-localizes prominently with F-actin in the entire lamellipodium including microspikes. The other images display EGFP-EFhD2 expressing cells additionally stained for the actin polymerase VASP, cortactin, and the Arp2/3 complex activator WAVE2. Scale bar 20 µm. **b** Elimination of EFhD2 by CRISPR/Cas9 in two independent B16-F1 mutants (#10 and #33) was confirmed by immunoblotting using specific antibodies. GAPDH was used as a loading control. **c** Elimination of EFhD2 diminishes cell migration on laminin. Three time-lapse movies from three independent experiments were analyzed for each cell line, B16-F1: *n* = 70 cells tracked, mutant#10: *n* = 71 cells tracked (*P* value: <0.001 to B16-F1), mutant#33: *n* = 98 cells tracked (*P* value: <0.001 to B16-F1 and 0.671 to mutant#10). **d** Analyses of mean square displacement of wild-type versus mutant cells. Respective symbols and error bars represent the means ± SEM of three time-lapse movies from three independent experiments (*n* = 3). **e** Loss of EFhD2 perturbs lamellipodia formation in B16-F1 cells. Representative examples of lamellipodia from wild-type B16-F1 and EFhD2-KO mutant cells. Cells migrating on laminin were stained for the actin cytoskeleton with phalloidin. Scale bar, 10 µm. **f** Quantification of F-actin intensities in lamellipodia of wild-type and mutant cells after subtraction of background from three independent experiments, B16-F1: *n* = 85 cells, mutant #10: *n* = 86 cells (*P* value: 0.061 to B16-F1), mutant #33: *n* = 86 cells (*P* value: 0.005 to B16-F1 and 1 to mutant #10). **g** Quantification of lamellipodia width in wild-type and mutant cells from three independent experiments, B16-F1: *n* = 85 cells, mutant #10: *n* = 86 cells (P value: <0.001 to B16-F1), mutant #33: *n* = 86 cells (*P* value: <0.001 to B16-F1 and 0.061 to mutant #10). **h** Loss of EFhD2 does not impair microspike formation. Quantification of microspikes in wild-type and mutant cells from three independent experiments, B16-F1: *n* = 85 cells, mutant #10: *n* = 86 cells (*P* value: 0.979 to B16-F1), mutant #33: *n* = 86 cells (*P* value: 0.535 to B16-F1 and 0.654 to mutant #10). **i** Loss of EFhD2 diminishes the efficacy of lamellipodium protrusion. Kymographs of representative phase-contrast movies are shown. **j** Multiple examples of lamellipodium protrusion in B16-F1 versus EFhD2-KO cells. **k** Quantification of protrusion rates from three independent experiments, B16-F1: *n* = 20 cells, mutant #10: *n* = 29 cells (*P* value: <0.001 to B16-F1), mutant #33: *n* = 23 cells (*P* value: 0.535 to B16-F1 and 0.475 to mutant #10). **c**, **f**–**h**, **k** Boxes in box plots indicate 50% (25–75%) and whiskers (5–95%) of all measurements, with dashed black lines depicting the medians, arithmetic means are highlighted in red. Non-parametric, Kruskal–Wallis test with Dunn’s Multiple Comparison test (**c**, **f**, **k**) or one-way ANOVA with Tukey Multiple Comparison test (**g**, **h**) were used to reveal statistically significant differences between datasets. *P* value: >0.05 (n.s.) <0.001 (***). All images shown are representative of three independent experiments unless otherwise specified.

## Discussion

### EFHD2/Swip-1 has a conserved function in lamellipodia-based protrusion and cell migration

Previous studies have implicated EFHD2/Swip-1 in a number of cellular processes ranging from adhesion turnover, cell spreading and migration, B cell receptor signaling, and cancer invasion^52^. In this study, we identified an important role of EFHD2/Swip-1 in controlling lamellipodial protrusions and cell migration of *Drosophila* immune cells and B16-F1 mouse melanoma cells. How does EFhD2/Swip-1 act on lamellipodia-based protrusion? In variance with previous work, we found that human EFhD2 not only bundles actin filaments but also efficiently cross-link actin networks in vitro comparable to *Drosophila* Swip-1. The actin cross-linking activity of EFhD2 synergizes with WRC-Arp2/3-branched actin nucleation promoting the generation of a stable and densely branched actin filament network (Supplementary Movie 15). Supporting this notion, we found that loss of EFhD2/Swip-1 in both flies and B16-F1 cells decreases lamellipodia widths associated with markedly diminished protrusion rates, whereas forced overexpression of EFhD2/Swip-1 increases lamellipodia widths when plated on 2D surfaces. Given that cross-linking proteins largely determine the structure and viscoelastic properties of F-actin networks^53^, our findings strongly suggest that EFhD2/Swip-1 tunes mechanical force generation in protruding lamellipodia.

However, different from migrating B16-F1 cells in vitro, *Drosophila* macrophages deficient for Swip-1 show a significantly increased migratory speed in vivo. Notably, a similar observation was recently made in EFhD2-depleted mice in which B-cells were also shown to migrate faster in vivo^35^. This could be due to different protein requirements as well as different physical requirements for the distinct migration modes. The architecture of the actin cytoskeleton also depends on substrate rigidity and cells adapt to different extracellular resistance by reorganizing their actin network^54,55^. Thus, without cross-linking activity upon loss of EFhD2, the Arp2/3 complex might be insufficient for maintaining the mechanical stability of the branched actin network at the leading edge of B16-F1 cells. As a consequence, loss of EFhD2 in B16-F1 cells caused a significant reduction in lamellipodial protrusion, cell speed, and effective migration. By contrast, immune cells migrate across a complex 3D environment with highly varying extracellular resistance that requires more dynamic protrusions. Thus, the loss of Swip-1 in *Drosophila* macrophages could result in a reduced actin network density that could lead to faster but less persistent migration in vivo. Supporting this notion, we found that forced overexpression of Swip-1 stabilizes protrusions at the expense of migration speed in vivo. Thus, the assembly of cross-linking proteins such as EFhD2/Swip-1 into the branched actin network might contribute to a resistance-adaptive behavior of migrating cells as recently proposed^56^.

In addition, EFhD2/Swip-1 has been recently identified as a cargo-specific adapter for CG-endocytosis controlling integrin adhesion turnover^32^. This function might be also conserved and could further contribute to the changed migratory behavior of macrophages in vivo. Interestingly, we found that *swip-1*-deficient macrophages and those re-expressing the calcium-binding mutant Swip-1-D82A/D118A variant showed an increase in integrin-marked adhesions on vitronectin-coated surfaces. Enlarged focal adhesion caused by slower integrin turnover might further contribute to an increase in the migration speed as similarly observed for *zyxin*-deficient macrophages in *Drosophila*^43^. Interestingly, such a prominent inverse relationship between focal adhesion size and cell migration speed has been shown in numerous motile cell types^57^. The coordinated disassembly of integrin-mediated focal adhesions requires Ca^2+^ influx^58,59^; however, whether the function of EFhD2/Swip-1 in integrin traffic depends on its calcium-binding activity has not yet been addressed^32^.

### Calcium bursts allow a rapid reorganization of the actin cytoskeleton through Swip-1

The mechanical properties of the actin cytoskeleton can not only adapt in response to extracellular resistance but also in response to intracellular calcium changes. Closure of wounds entails complex 3D movements of epithelial cells that are orchestrated by calcium signaling^49,60,61^. Laser-induced wounding immediately triggers a rapid calcium flash extending outward from the point of wounding as a wave^49^. Epithelial cells at the wound margin respond by polarizing their actin cytoskeleton to drive both protrusive structures and supracellular contractile actin cables, both contributing to efficient wound closure. During embryonic wound healing, lamellipodial and filopodial protrusions are often induced in later stages promoting the final sealing of the wound^60,62^. In our single-cell wounding model, wound closure starts with the formation of remarkably broad lamellipodial protrusions that depend on Swip-1 function. Swip-1 is immediately recruited to those lamellipodial protrusions not only directly adjacent to the wound but also in cells several rows back from the wound edge. Thus, Swip-1 resides at the heart of the first most prominent morphological changes in wound closure that require dynamic remodeling of the actin filament meshwork. How does Swip-1 contribute to this initial process? Previous in vitro studies reported that calcium promotes the bundling activity of EFhD2^45^. In this study, we could confirm the bundling activity of human EFhD2 protein by TIRF imaging. Contrary to previous assumptions, however, EFhD2-induced actin bundling was found to be calcium-insensitive. More importantly, we identified a conserved cross-linking activity that is regulated by calcium. As increased calcium levels promote the release of existing actin cross-links formed by EFhD2/Swip-1, we suggest a model in which elevated calcium concentrations reduce EFHD2/Swip-1 cross-linking activity to promote rapid reorganization of existing actin networks, e.g. the cortical actin layer in pupa epithelia, allowing to drive fast and efficient epithelial wound closure by extension of newly formed lamellipodia (Fig. 7). Consistently, re-expression of calcium-binding deficient Swip-1 mutant did not rescue wound closure defects in *swip-1* deficient epidermal cells. As expected, this calcium-binding mutant still induced stable cross-links in a calcium-independent manner. Unexpectedly, however, this mutant protein additionally induced prominent actin bundles, an activity exclusively observed with human EFhD2. Of note, the determined X-ray structure of human EFhD2^45^ and the predicted 3D structure of *Drosophila* Swip-1 computed by AlphaFold^63^ could be precisely superimposed, thus excluding major conformational differences as the underlying reason explaining differential bundling or cross-linking of actin filament in the absence of calcium. On the other hand, conformational changes in EF-hands triggered by calcium binding, as previously shown for human EFhD2^45^, are likely to be responsible for the dissociation of cross-links formed by EFhD2 and Swip-1. We further hypothesize, that the acquired bundling activity of the Swip-1 mutant could also be driven by enhanced electrostatic interactions of the negative actin molecule with Swip-1, in which two negative residues were replaced by alanine (D82A/D118A). High-resolution X-ray structures of wild-type and mutant Swip-1 proteins will be necessary to resolve this important issue in future work.

**Fig. 7:**
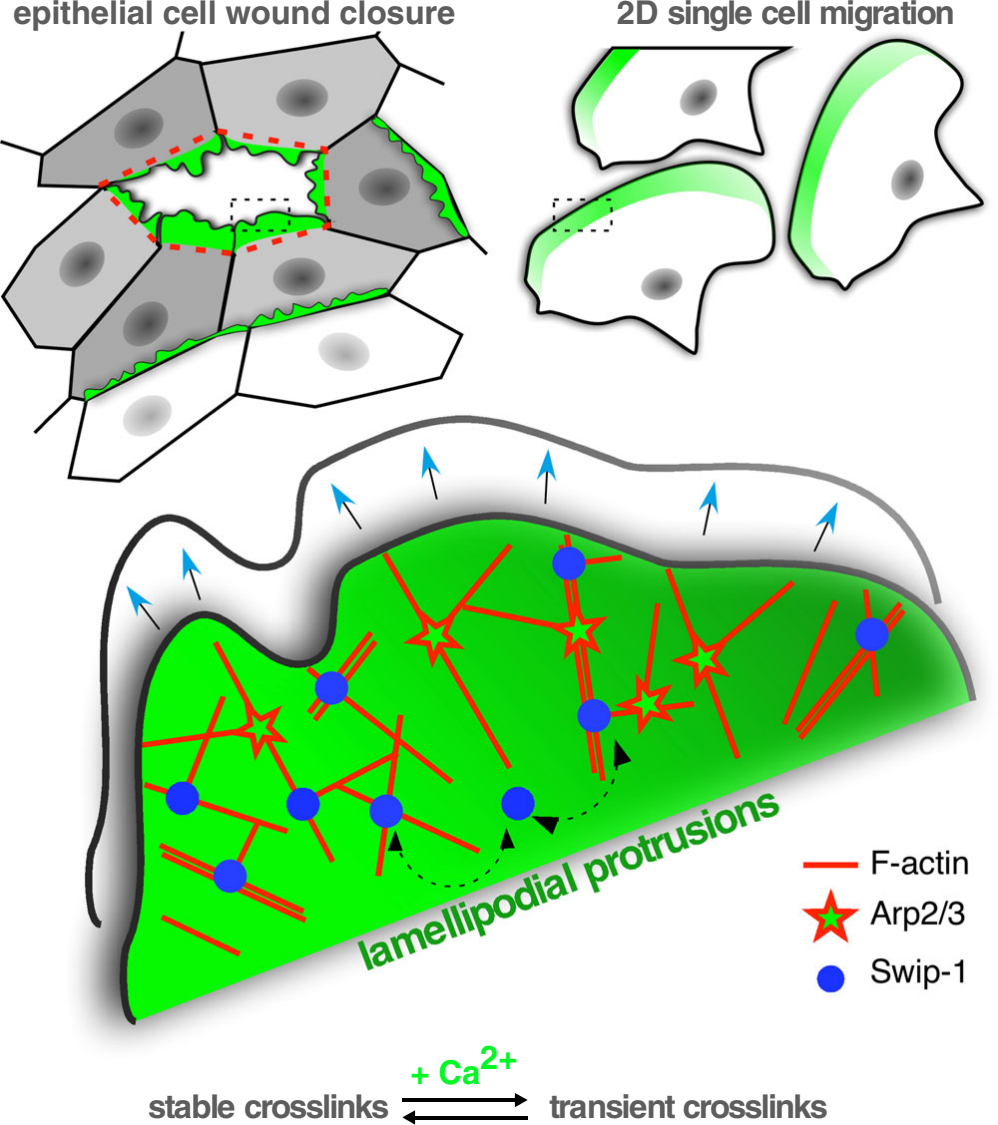
EFhD2/Swip-1 cross-linked lamellipodial actin networks drive single-cell migration and epithelial wound closure. Schematic showing the proposed role of EFhD2/Swip-1 in regulating lamellipodial actin networks.

Defective and delayed constriction of the wound margin in mutant epidermal cells further suggests that Swip-1 function is not only required for the formation and dynamics of lamellipodial protrusions but might also be involved in the subsequent formation of contractile actin cables forming along the wound margin. Supporting this notion, mouse EFhD2 has been recently identified as a binding partner of non-muscle myosin II heavy chain isoforms, including myosin 2a and myosin 2b^64^. Interestingly, non-muscle myosin II is not only a motor protein with contractile functions, but it can also cross-link actin filaments^65,66^. Thus, EFhD2/Swip-1 might act synergistically as a cross-linking protein together with myosin II in actomyosin-based contraction during wound closure, since myosin II has also been found to be immediately recruited to the wound edge after injury^67^. Given the large sizes of post-mitotic LECs, our single-cell wound system allows us to genetically dissect these different phases of wound healing at high spatial and temporal resolution in future work.

## Methods

### Bulk RNA-sequencing and bioinformatic analysis

Total cellular RNAs from total larval hemocytes and pupal hemocytes, Hml+ larval hemocytes, and Hml+ pupal hemocytes were isolated in triplicates using the TRIzol Reagent (Thermo Fisher) following the manufacturer’s protocol. The concentrations of RNA were determined using a NanoDrop ND-1000 (NanoDrop). The quality and integrity of the RNA were assessed with the Fragment Analyzer (Advanced Analytical) by using the standard sensitivity RNA Analysis Kit (DNF-471). All samples selected for sequencing exhibited an RNA integrity number over 8. RNA-seq libraries were prepared from 100 ng total RNA using the TruSeq RNA Library Prep Kit (Illumina). For accurate quantitation of libraries, the QuantiFluor® dsDNA System (Promega) was used. The fragment size of each library was analyzed using a Fragment Analyzer (Advanced Bioanalytical) by using the high sensitivity RNA Kit (Agilent). Libraries were pooled and sequenced on the Illumina HiSeq 4000 (SE; 1 × 50 bp; 20–30 Mio reads/sample). Demultiplexing was done by using bcl2fastq v2.17.1.14. Adapter sequences were removed from demultiplexed fastq files by trimmomatic and sequence quality was assured via FastQC. The reads were aligned to a reference Drosophila genome (dm6-v101) (Drosophila_melanogaster.BDGP6.28.101.gtf) using STAR aligner 2.5^68^. Differential gene expression analysis was performed with DESeq2 v1.26.0^69^. 

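Principal components were computed from log2 CPM (prior count 2) of the 7914 tested genes in the 6 libraries. The first component held 80.1% of the variance and separated the stages, and the second held 6.95%. On the first component, the larval libraries lay at -46.7, -31.0 and -56.3 and the prepupal libraries at 39.7, 53.8 and 40.4, for replicates 1, 2 and 3. The larval library nearest to the prepupal ones was replicate 2. Pearson correlations of log2 CPM, computed across genes, were between 0.980 and 0.990 for libraries of the same stage and between 0.896 and 0.947 for libraries of different stages. Every pair of same-stage libraries differed by more than sampling noise, with a chi-square per degree of freedom of 28.0 or more, so that no library was counted more than once.

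**Figure D4:**
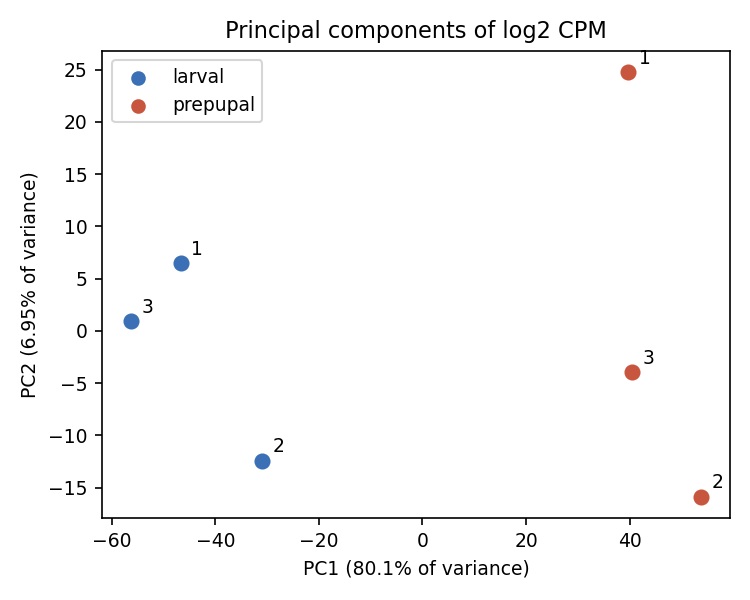
First and second principal component of log2 CPM, 1 point per library with its replicate number, larval in blue and prepupal in red. The stages separate along the first component (80.1% of the variance).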

The difference in expression patterns among samples was analyzed by principal component analysis (PCA). Visualization of differentially expressed genes was performed with the heatmap package in Rstudio Version 1.4.1103.

### Drosophila genetics

Fly husbandry and crossing were carried out according to the standard methods. All crosses were performed at 29 °C. The following fly stocks were obtained from the Bloomington stock center: w[1118] (BL3605), hmlΔ-Gal4 (BL30139), y[*] w[*]; P{w[+mC] = UAS-2xEGFP}AH3 (BL6658), w[*]; P{w[+mC] = UAS-Lifeact.GFP.W}3 (BL57326), y[1] w[*]; P{y[+t*] w[+mC] = UAS-Lifeact-Ruby}VIE-19A (BL35545), w[*]; PBac{w[+mC] = 20XUAS-IVS-NES-jRCaMP1a-p10}VK00005 (BL63792). RNAi against EFhD2/Swip-1: w[1118]; P{GD7047}v31307 was obtained from the Vienna Drosophila RNAi Center. Transgenic UAST-Swip, UAST-Swip-eGFP, UAST-eGFP-SwipΔEF, UAST-SwipΔCC-eGFP and UAST-SwipD82A/D118A-eGFP flies were generated using ΦC31- mediated transgenesis (y[1] M{vas-int.Dm}ZH2A w[*]; M{3xP3-RFP.attP’}ZH-86Fb (BL24749) and y[1] M{vas-int.Dm}ZH2A w[*]; M{3xP3-RFP.attP’}ZH-68E (BL24485)^70^. The *swip*^Δ1^ mutant was generated by CRISPR/Cas9 of the following target sequence: 5′-GGGGTCTTCGAGAAGACCT-3′. Loss of the EFhD2/Swip-1 protein was confirmed by Western blot analysis stained against His-Swip-1 (Pineda, Berlin).

### Protein purification

Expression of GST-tagged human EFhD2, wild type, and mutant Swip-1 in *Escherichia coli* strain Rossetta 2 (Novagen) was induced with 0.75 mM IPTG at 21 °C for 16 h. The bacteria were harvested and lysed by ultrasonication in PBS, pH 7.4 containing 5 mM benzamidine, 1 mM DTT, 5% (v/v) glycerol, 0.1 mM AEBSF and 2 units/mL Benzonase (Novagen). The fusion proteins were purified from supernatants of bacterial extracts by affinity chromatography using glutathione-conjugated agarose 4B (Macherey-Nagel). The GST-tag was subsequently cleaved off by PreScission protease (GE Healthcare) and the GST tag was absorbed on fresh glutathione-conjugated agarose. Swip-1 in the flow through was further purified by size-exclusion chromatography using a preparative HiLoad 26/75 Superdex column controlled by an Äkta Purifier System (GE Healthcare). Fractions containing Swip-1 were pooled, dialyzed against 30 mM Hepes, pH 7.4 containing 150 mM NaCl, 1 mM DTT, 5% (vol/vol) glycerol, snap-frozen in liquid nitrogen, and stored at −80 °C. Actin was extracted and purified from acetone powder of rabbit skeletal muscle using standard procedures^71^. Fractions were labeled on Cys374 with ATTO488 maleimide (ATTO-TEC) and stored in G-Buffer (5 mM Tris/HCl pH 8, 0.2 mM ATP, 0.5 mM DTT, 0.2 mM CaCl_2_, 0.1 mg/mL NaN_3_).

### Antibodies

The rabbit anti-Swip-1 antibody was generated against the full-length *Drosophila* Swip-1 fused to a 6 × His-tag (pDEST17, ThermoFisher Scientific). The 6 × His-Swip fusion protein was expressed in *E. coli* and purified with Ni-NTA resin (GE Healthcare). Rabbits were immunized with purified proteins by Pineda Antikörper-service (Berlin, Germany).

For immunofluorescence of ex vivo *Drosophila* macrophages, the Swip (1:50,000 dilution) or ß-integrin (1:10 dilution, CF.6G11 from DSHB) antibodies were used. Primary antibodies were visualized with polyclonal Alexa Fluor-568-conjugated goat-anti-rabbit (1:1000 dilution; #A11036, Invitrogen) or Alexa Fluor-647-conjugated goat-anti-mouse (1:1000 dilution; #A21236, Invitrogen) antibodies, respectively. F-actin was visualized using Alexa Fluor-488 or Alexa Fluor-568-conjugated Phalloidin (1:100 dilution, #A12379 #A12380, Invitrogen) and nucleus by DAPI staining (1 µg/mL, #62248, Thermo Scientific). For immunofluorescence (B16-F1 cells) of primary polyclonal rabbit antibodies against VASP (1:1000 dilution^7^), cortactin (1:1000^7^), and WAVE2 (1:1000^7^) were used. Primary antibodies were visualized with polyclonal Alexa-555-conjugated (1:1000 dilution; #A21429, Invitrogen) or Alexa-488-conjugated (1:1000 dilution; #A-11034, Invitrogen) goat-anti-rabbit antibodies. The EGFP-signal of transfected cells expressing EGFP-tagged EFhD2/Swip-1 was enhanced with Alexa-488-conjugated nanobodies^72^. ATTO550-phalloidin (1:250 dilution, #AD550–82, Atto-Tec) was used for visualization of F-actin. For immunoblotting polyclonal rabbit anti-EFhD2/Swip-1 (from collaborator) antibody or mouse monoclonal antibody against glyceraldehyde-3-phosphate dehydrogenase (GAPDH) (1:1000; #CB1001-500UG, Merck) were used and visualized using phosphatase-coupled anti-rabbit (1:1000 dilution; #115-055-144, Dianova) or anti-mouse antibodies (1:1000 dilution; #115-055-62, Dianova). Anti-EFhD2 antibody was kindly provided by Dirk Mielenz, Erlangen.

### Validation of knock-out and knock-down of EFhD2/Swip-1

For cell-type-specific knock-down in macrophages, EFhD2/Swip-1 RNAi lines were crossed with macrophage-specific hmlΔ driver line. Macrophages of 35 L3 larvae were isolated in 1 mL unsupplemented Schneider’s medium, centrifuged for 5 min at 800 × *g*, and the supernatant carefully removed. Cells were resuspended in 10 µL 4 × SDS sample buffer and incubated at 95 °C for 10 min for SDS-PAGE. EFhD2/Swip-1 null-mutants were validated by decapitating 10 flies and squashing the heads in 30 µL 2 × SDS sample buffer and incubation at 95 °C for 10 min for SDS-PAGE. The following antibodies were used for Western Blot analysis: anti- EFhD2/Swip-1 (1:5000 dilution), Anti-Actin AB-5 (1:5000 dilution, BD Biosciences), IRDye 800CW Goat anti-Rabbit IgG and IRDye 680LT Goat anti-Mouse IgG Secondary Antibody (1:10,000 dilution, LI-COR).

### Cell culture and cell transfection

*Drosophila* S2R+cells were propagated as described previously^73^. In short, cells were propagated in 1× Schneider’s *Drosophila* medium (Gibco) supplemented with 10% FBS, 50 units/mL penicillin, and 50 µg/mL streptomycin in 25 cm^2^ Corning cell culture flask (Thermo Fisher). S2R+cells were cotransfected with 0.6 µg Act5c-GAL4 and 1 µg DNA of respective gene of interest with a UAS sequence^74^. For estimation of the EFhD2/Swip-1 content in S2 and S2R+cells, recombinant EFhD2/Swip-1 and cell lysates were immunoblotted and band intensities were compared using LabImage 4.2.1 (Kapelan Bio-Imaging). S2 and S2R+cells were also stained with Hoechst 33342 (Thermo Scientific) for 30 min and imaged before settling on the surface with a Leica TCS SP8 with an HC PL APO CS2 ×63/1.4 oil objective. Cell and nucleus sizes were calculated assuming a circular shape. Molarity of Swip-1 in the cytosol was calculated with the known concentration of recombinant Swip-1 and specific cell number in the cell lysates of the immune blots.

 B16-F1 (ATTC, CRL-6323) and derived cells were cultured in high-glucose DMEM culture medium (Lonza) supplemented with 1% penicillin-streptomycin (Biowest), 10% FBS (Biowest), and 2 mM UltraGlutamine (Lonza) at 37 °C in a 5% CO_2_ atmosphere. B16-F1 cells were transfected with 1 µg plasmid DNA using JetPRIME transfection reagent (PolyPlus) in 35 mm diameter wells (Sarstedt) following the manufacturer’s protocol. For the expression of EGFP-tagged EFhD2/Swip-1 in B16-F1 cells, a cDNA fragment encoding full-length EFhD2 was amplified from pCMV-Sport6-EFhD2 using the primers 5′-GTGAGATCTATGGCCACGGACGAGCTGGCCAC-3′ and 5′-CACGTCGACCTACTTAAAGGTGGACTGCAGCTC-3′ and inserted into the Bgl2-SalI sites of plasmid EGFP-C1 (Clontech). The Fidelity of generated plasmids was confirmed by sequencing.

### CRISPR/Cas9-mediated genome editing

CRISPR/Cas9 technology was used to inactivate the *EFhD2/Swip-1* gene in B16-F1 mouse melanoma cells^75^. DNA target sequences of exon 1 were pasted into the CRISPR/Cas9 target online predictor tool CCTop (https://cctop.cos.uni-heidelberg.de:8043/) to generate sgRNA of 20 nucleotides with high-efficiency scores and minimal off-target efficiency and to cover all possible splice variants of the gene. The derived targeting sequence 5′-CGGCGCGCGGACCTCAACCA-3′ and the corresponding reverse oligonucleotide were hybridized and inserted into BbsI site of plasmid pSpCas9(BB)-2A-Puro(PX459)V2.0 (Addgene plasmid ID: 62988)^76^. Validation of CRISPR construct sequences was performed using a 5′-GGACTATCATATGCTTACCG-3′ sequencing primer. 24 h after transfection with the CRISPR construct, the cells were selected in a culture medium containing 2.5 µg/mL puromycin for 4 days and then cultivated for 24 h in the absence of puromycin. For isolation of clonal knockout cell lines, single cells were seeded by visual inspection into 96-well microtiter plates and expanded in pre-conditioned culture medium. Clones were analyzed by the TIDE sequence trace decomposition web tool (https://tide.deskgen.com^77^) and confirmed by immunoblotting using specific antibodies.

### TIRF microscopy

TIRFM assays were performed in TIRF buffer (20 mM imidazole pH 7.4, 1 mM MgCl_2_, 50 mM KCl, 0.5 mM ATP, 20 mM β-mercaptoethanol, 2.5 mg/mL methylcellulose (4000 cP), 15 mM glucose, 100 μg/mL glucose oxidase, and 20 μg/mL catalase), either in the absence or presence of 1 mM EGTA. In reactions without EGTA, a final concentration of 1 mM CaCl_2_ was used. Concentrations of 0.1 µM or 1 µM and of EFhD2/Swip-1 were used for the TIRF assays to investigate the concentration- and Ca^2+^-dependent cross-linking behavior of EFhD2/Swip-1. The reactions were initiated by the addition of G-actin (0.5, 0.75, or 1.5 µM final concentration, 10% ATTO488-labeled at Cys374) and the mixtures were subsequently flushed into mPEG-silan (Mr 2000) (Lysan Bio)-pre-coated flow chambers. Higher concentrations of G-actin were used for the TIRF assays in presence of Ca^2+^ to account for the slower actin assembly rates under these conditions^78^. Images were acquired with a Nikon Eclipse TI-E inverted microscope equipped with a TIRF Apo ×100 NA 1.49 oil immersion objective at 0.5-s intervals with exposure times of 70 ms by an Ixon3 897 EMCCD camera (Andor) for at least 15 min.

### High- and low-speed sedimentation assays

For high-speed sedimentation assays, 8 µM G-actin was polymerized in the presence of EFhD2/Swip-1 at the concentrations indicated either in 1 × KMEI (10 mM imidazole pH 7.0, 50 mM KCl, 1 mM MgCl_2_, 1 mM EGTA) or 1 × KMI (10 mM imidazole pH 7.0, 50 mM KCl, 1 mM MgCl_2_) with 1 mM CaCl_2_ for 2 h at 4 °C. Subsequently, the samples were centrifuged at 200,000 × *g* at 4 °C for 1 h and the pellets were brought to the original volume in 1 × SDS sample buffer. To quantitate co-sedimentation of EFhD2/Swip-1 with F-actin, after SDS-PAGE and Coomassie Blue staining, the amount of the proteins in the pellet and supernatant fractions was determined densitometrically using the ImageJ software. Calculations of free and bound EFhD2/Swip-1 were determined by the ratio of band intensities in respective fractions. The dissociation constants (*K*_D_) and the number of EFhD2/Swip-1-binding sites (*n*) on actin was obtained by non-linear, least-square fitting assuming a model of independent, identical binding sites with the SOLVER plug-in in Excel (Microsoft) using the following equation:

1 $$	\left[{{{{{{{\rm{Swip}}}}}}}}_{{{{{{{\rm{bound}}}}}}}}\right]= \frac{\left(n\cdot [{{{{{{{\rm{actin}}}}}}}}_{{{{{{{\rm{total}}}}}}}}]+[{{{{{{{\rm{Swip}}}}}}}}_{{{{{{{\rm{total}}}}}}}}]+{K}_{{{{{{\rm{D}}}}}}}\right)}{2}\\ 	-\sqrt{{\left(\frac{n\cdot \left[{{{{{{{\rm{actin}}}}}}}}_{{{{{{{\rm{total}}}}}}}}\right]+\left[{{{{{{{\rm{Swip}}}}}}}}_{{{{{{{\rm{total}}}}}}}}\right]+{K}_{{{{{{\rm{D}}}}}}}}{2}\right)}^{2}-n\cdot [{{{{{{{\rm{actin}}}}}}}}_{{{{{{{\rm{total}}}}}}}}]\cdot \left[{{{{{{{\rm{Swip}}}}}}}}_{{{{{{{\rm{total}}}}}}}}\right]}$$

For low-speed sedimentation assays, 5 µM G-actin was polymerized in the presence of various concentrations of EFhD2/Swip-1 in the same buffers and at the same conditions as described above. The samples were then centrifuged at 20,000 × *g* at 4 °C for 1 h and the pellets were brought to the original volume in a 1×SDS sample buffer. To quantitate the extent of cross-linking induced by EFhD2/Swip-1, after SDS-PAGE and Coomassie Blue staining, the amount of F-actin in the pellet and supernatant fractions was determined densitometrically using Image J software.

### Immunohistochemistry and fluorescence staining

Pupal macrophages were isolated as described previously^79^. In short, white to light brownish prepupae were collected and washed in 1 × PBS. The prepupae were moved to 1× Schneider’s Drosophila medium (Gibco) supplemented with 10% FBS, 50 units/mL penicillin, and 50 µg/mL streptomycin and opened to rinse out the hemolymph. Cells were spread on ConcanavalinA (0.5 mg/mL, Sigma) coated glass coverslips for 1 h at 25 °C and subsequently fixed for 15 min with 4% paraformaldehyde in 1 × PBS. Cells were washed once with 1 × PBS+0.1% TritonX-100 and three times with 1 × PBS. If no antibody staining was performed, the washing step with PBS-T was omitted. Cells were stained with primary antibody overnight at 4 °C and secondary antibody with Phalloidin and DAPI for 45 min at room temperature in a humidified chamber. Stained cells were mounted in Mowiol 4–88 (Carl Roth). Cell size and morphology were analyzed by using Image J shape descriptors. Circularity ranges from 0 (infinitely elongated polygon) to 1 (perfect circle) (ImageJ, NIH). The length of randomly chosen focal adhesions in the lamellipodium of macrophages was measured using Image J.

The B16-F1 cells were fixed in pre-warmed PBS, pH 7.4 containing 4% paraformaldehyde and 0.06% picric acid for 20 min and subsequently washed three times with 100 mM glycine in PBS to quench the fixative. The cells were then permeabilized with 0.1% Triton X-100 in PBS for 30 s and blocked with PBG (PBS containing 0.045% cold fish gelatin (Sigma) and 0.5% BSA) for 30 min. Fixed specimens were incubated with primary antibodies overnight followed by incubation with secondary polyclonal goat-anti-rabbit antibodies for 2 h. ATTO550-phalloidin was used for the visualization of F-actin.

### Fluorescence microscopy

Confocal images were taken with a Leica TCS SP8 with an HC PL APO CS2 ×63/1.4 oil objective and Leica Application Suite X (LasX) software. Structure illumination microscopic images were taken with a Zeiss ELYRA PS1 Microscope with a ×63/1.4 oil objective. Live imaging of macrophages was performed using a Zeiss CellObserver Z.1 with a Yokogawa CSU-X1 spinning disk scanning unit and an Axiocam MRm CCD camera (6.45 µm × 6.45 µm) and ZenBlue 2.5 software. Laser ablation of single cells was done using the UV laser ablation system DL-355/14 from Rapp OptoElectronics. Imaging of fixed B16-F1 cells was performed with an Olympus XI-81 inverted microscope equipped with an UPlan FI ×100/1.30NA oil immersion objective or a Zeiss LSM980 confocal microscope equipped with a Plan-Neofluar ×63/1.45NA oil immersion objective using 488 nm and 561 nm laser lines. Fluorescence intensities of phalloidin-stained lamellipodia were quantified from 8-bit images captured at identical settings using ImageJ software after background subtraction. Relative mean pixel intensities in lamellipodial regions of interest are shown as whiskers-box plots including all data points. The numbers of microspikes were manually counted.

### Live-cell imaging of pupal macrophages

Live imaging of macrophages in prepupae was performed as previously reported^79^. In short, white prepupae were collected and glued to a glass coverslip on their dorsal-lateral side. Spinning disk time-lapse movies were taken with images every 20 s for 30 min. For tracking, a maximum projection of the acquired *z*-stack was obtained. Migrating macrophages were automatically tracked and manually corrected using the Imaris 9.3 software (Bitplane). For automatic detection of the cells, estimated diameter of 5 µm was assumed. Tracks were followed using an autoregressive motion algorithm to model the motion allowing a maximum distance of 10 µm between spots and a maximum gap size of 3. With manual correction of the tracks, gap sizes were reduced to a minimum. Specific values of Track Speed Mean, Track Displacement Length, and Track Straightness were obtained from the software.

### Live-cell imaging of wound closure of pupal epithelium

Single epithelial cells of 18–20 h APF pupal abdomen were ablated using the UV laser ablation system DL-355/14 from Rapp OptoElectronics and wound closure was observed for 1 h every 30 s on a Zeiss CellObserver Z.1 with a Yokogawa CSU-X1 spinning disk scanning unit and an Axiocam MRm CCD camera (6.45 µm × 6.45 µm). Wound closure was analyzed by measuring the wound size in 5 min increments using freehand selections in Image J.

### Live-cell imaging of B16-F1 cells

B16-F1 cells and EFhD2/Swip-1 KO mutant cells were seeded in low density onto 35 mm glass-bottom dishes (Ibidi) coated with 25 µg/mL laminin and allowed to spread for 3 h. To compensate for the lack of CO_2_ during imaging, 25 mM HEPES, pH 7.0 was added to the medium. After mounting the chamber into the heating system (Ibidi), the cells were recorded by time-lapse phase-contrast imaging at 60 s intervals for 3 h using Olympus XI-81 inverted microscope (Olympus) driven by Metamorph software (Molecular Devices) and equipped with an Uplan FL N ×4/0.13NA objective (Olympus) and a CoolSnap EZ camera (Photometrics). Cells were tracked individually with the ImageJ Plugin MTrackJ. Cells that contacted each other or divided were excluded from analyses. Mean square displacements and cell speed were calculated in Excel (Microsoft) using a customized macro^80^. Lamellipodium protrusion was determined based on kymographs generated from time-lapse movies recording advancing lamellipodia at 5 s intervals over a time period of at least 10 min using a UPlan FI ×100/1.30NA oil immersion objective (Olympus). Kymographs were generated using ImageJ software by drawing lines from inside the cell and across the lamellipodium. Protrusion rates were calculated from respective slopes in kymographs.

### Statistical analysis

Quantitative experiments were performed at least in triplicates to avoid any possible bias by environmental effects or unintentional error. Raw data were processed in Excel (Microsoft). Statistical analyses were performed using GraphPad Prism 7 (GraphPad) or Origin 2021 Pro (OriginLab). All data sets were tested for normality by the Shapiro–Wilk test. Statistical differences between normally distributed datasets of two groups were revealed by the *t* test and not normally distributed datasets of two groups by the non-parametric Mann–Whitney *U* rank-sum test. The Mann–Whitney test was used and *P* value (two-tailed) was obtained (*P* value: 0.12 (ns), 0.033 (*), 0.002 (**), <0.001 (***)). For comparison of more than two groups, the statistical significance of normally distributed data was examined by one-way ANOVA followed by Tukey Multiple Comparison. In the case of not normally distributed data, the non-parametric Kruskal–Wallis test followed by Dunn’s Multiple Comparison was used. Statistical differences are reported as *p < 0.05, **p < 0.01, ***p < 0.001, and n.s.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Movie 5

Supplementary Movie 6

Supplementary Movie 7

Supplementary Movie 8

Supplementary Movie 9

Supplementary Movie 10

Supplementary Movie 11

Supplementary Movie 12

Supplementary Movie 13

Supplementary Movie 14

Supplementary Movie 15

Reporting Summary

## Data Availability

The data that support the findings of this study are available within the article, Supplementary Information, or from the corresponding author upon reasonable request. The raw gene expression data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) database under accession code GSE200966. Source Data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Calcium bursts allow rapid reorganization of EFhD2/Swip-1 cross-linked actin networks in epithelial wound closure
**Source:** Nat Commun. 2022 May 6;13:2492. doi: 10.1038/s41467-022-30167-0
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### **Calcium bursts allow rapid reorganization of EFhD2/Swip-1 crosslinked actin networks in epithelial wound closure**

Franziska Lehne<sup>1</sup>, Thomas Pokrant<sup>2</sup>, Sabnam Parbin<sup>3</sup>, Gabriela Salinas-Riester<sup>3</sup>, Jörg Großhans<sup>4</sup>, Katja Rust<sup>1</sup>, Jan Faix<sup>2</sup> and Sven Bogdan<sup>1\*</sup>

**a**

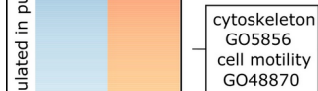

**b**

| flybase gene ID | gene name                | known/predicted molecular function | log2FC |
|-----------------|--------------------------|------------------------------------|--------|
| FBgn0266084     | <i>fhos</i>              | actin filament bundling/nucleator  | 3.16   |
| FBgn0085408     | <i>shrm</i>              | actin filament binding             | 2.97   |
| FBgn0065032     | <i>arpc3B</i>            | Arp2/3 subunit                     | 2.46   |
| FBgn0032731     | <i>swip-1</i>            | actin filament binding             | 2.46   |
| FBgn0028371     | <i>jbug</i>              | filamin                            | 2.31   |
| FBgn0040299     | <i>myo28B1 (myoVIIb)</i> | motor protein                      | 1.75   |
| FBgn0061198     | <i>HSPC300</i>           | WRC subunit                        | 1.71   |
| FBgn0284255     | <i>arpc4</i>             | Arp2/3 subunit                     | 1.65   |
| FFBgn0051715    | <i>CG31715</i>           | actin filament capping             | 1.46   |
| FBgn0260049     | <i>Flr (aip)</i>         | actin filament binding             | 1.33   |
| FBgn0024238     | <i>fim</i>               | actin filament crosslinking        | 1.28   |
| FBgn0003447     | <i>sn</i>                | actin filament crosslinking        | 1.25   |

**C**

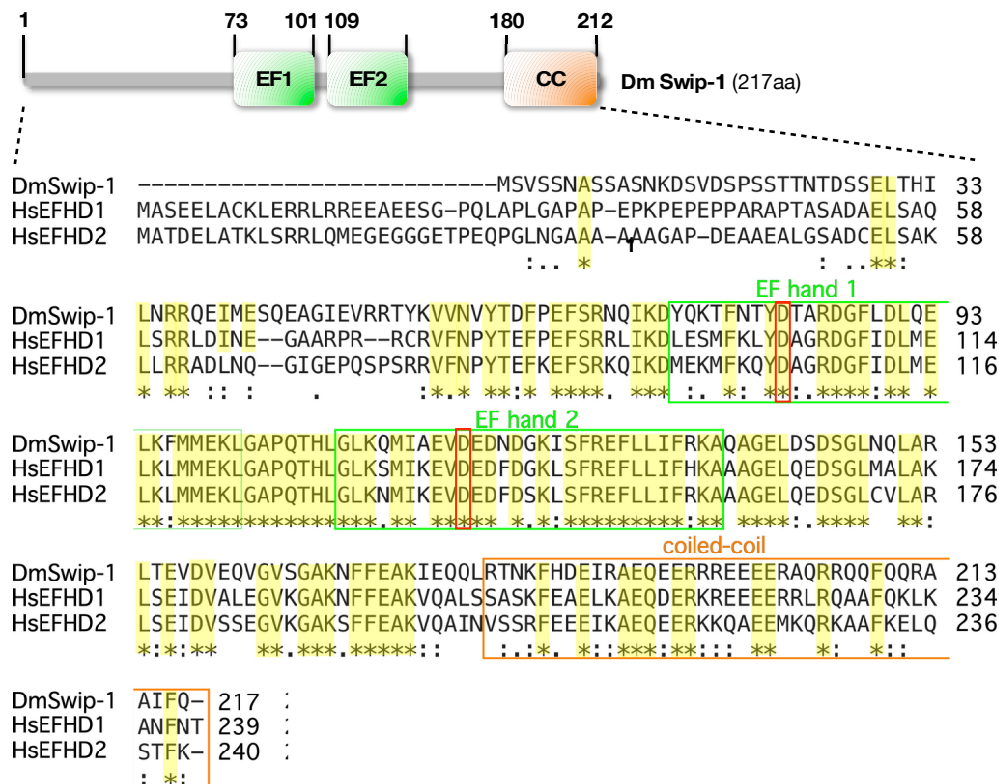

### **Supplementary figure S1:** Swip-1 – a pro-migratory gene conserved between flies and humans

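The widest stage differences in Hml+ hemocytes, among called genes with a mean of at least 5 CPM and no overlap between the stages, were as follows. In the prepupal direction, CG5697 went from 0.352 ± 0.130 to 88.7 ± 39.5 CPM (SD, n = 3 each) and CAH7 from 4.06 ± 1.47 to 666 ± 258 CPM, with log2 fold changes of 7.99 (standard error 0.46) and 7.36 (standard error 0.39). CG31102, CG8539 and CG34296 followed with 5.22, 5.07 and 4.42. In the larval direction, CG6910 fell from 217 ± 33.1 to 1.61 ± 0.260 CPM (SD, n = 3 each), a log2 fold change of -7.08 (standard error 0.19, FDR = 6.8e-08, edgeR). CG6356, Aldh, Ppn and Prestin followed with -5.95, -5.80, -5.49 and -5.40. Ppn varied widely among the larval libraries, at 1525 ± 1126 CPM (SD, n = 3). All of these genes stayed called with each library left out in turn and with the length trend removed.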

**(a)** Heatmap showing average expression of all differentially expressed genes in larval and prepupal hemocytes. We selected genes in the GO-terms cytoskeleton (GO:0005856) and cell motility (GO:0048870) in order to identify novel pro-migratory candidates. The expression per replicate, log2FoldChanges and base means of the 50 genes with the highest log2FoldChange, upregulated in prepupae are shown on the right. **(b)** Selected up-regulated cytoskeletal genes with Fold-changes of larval versus prepupal macrophages. **(c)** Schematic of the *Drosophila* EFhD2/Swip-1. 

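All 12 genes of Supplementary Fig. 1b were higher in prepupal than in larval Hml+ hemocytes at an FDR below 0.05 (edgeR), and the number was also 12 when adjusted over the list alone. The study chose the list from its own comparison of these stages, so the latter is not independent evidence. Their log2 fold changes ran from 1.15 to 3.08, so each was at least 2-fold, except that Fim (0.97) and sn (0.95) fell below it under scaling by total counts. After Fhos, Shrm changed most, from 1.77 ± 0.464 to 13.1 ± 1.35 CPM (SD, n = 3 each) with a log2 fold change of 2.89 (standard error 0.23). The filamin gene jbug had a log2 fold change of 2.24 at a low level, 0.726 ± 0.434 against 3.41 ± 0.174 CPM. CG31715 had one of 1.35, and with its 580 exonic bp it dropped to 0.78 when the length trend was removed. The log2 fold changes of flr, Fim and sn were 1.22, 1.17 and 1.15, with standard errors of 0.14, 0.12 and 0.17. On the opposite strand, sn shares 119 exonic bp with sws and Arpc4 33 with WDR79. In any library sws had at most 1977 counts, against at least 23933 for sn, and WDR79 at most 616, against at least 2509 for Arpc4. Myo28B1 shares 149 exonic bp with CG18585 and 56 with lncRNA:CR44148 on the opposite strand, each with at most 2 counts in any library. It rested on few counts, between 3 and 32 per library, and had a log2 fold change of 1.66 (standard error 0.55, FDR = 0.027, edgeR). It was not called without larval replicate 3 (log2 fold change 1.24), prepupal replicate 1 (1.49) or prepupal replicate 3 (1.55).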

A sequence alignment between *Drosophila* EFhD2/Swip-1 and the two known human homologues, EFhD1/Swip-2 and EFhD2/Swip-1 is shown. The conserved EF domains and the subsequent coiled-coil regions (orange) are highlighted. The highly conserved aspartate residues of both EF-loops mutated in EFhD1/Swip-1-D82A/D118A are marked by red boxes. Identical residues are marked by an asterisk.

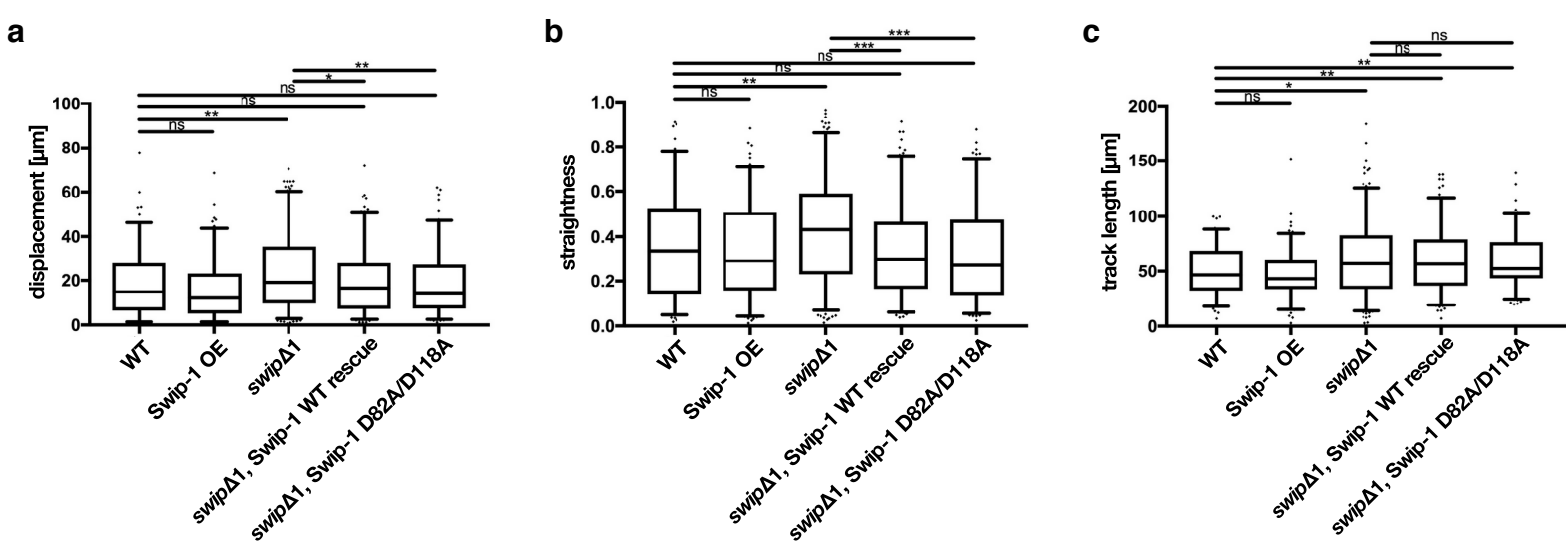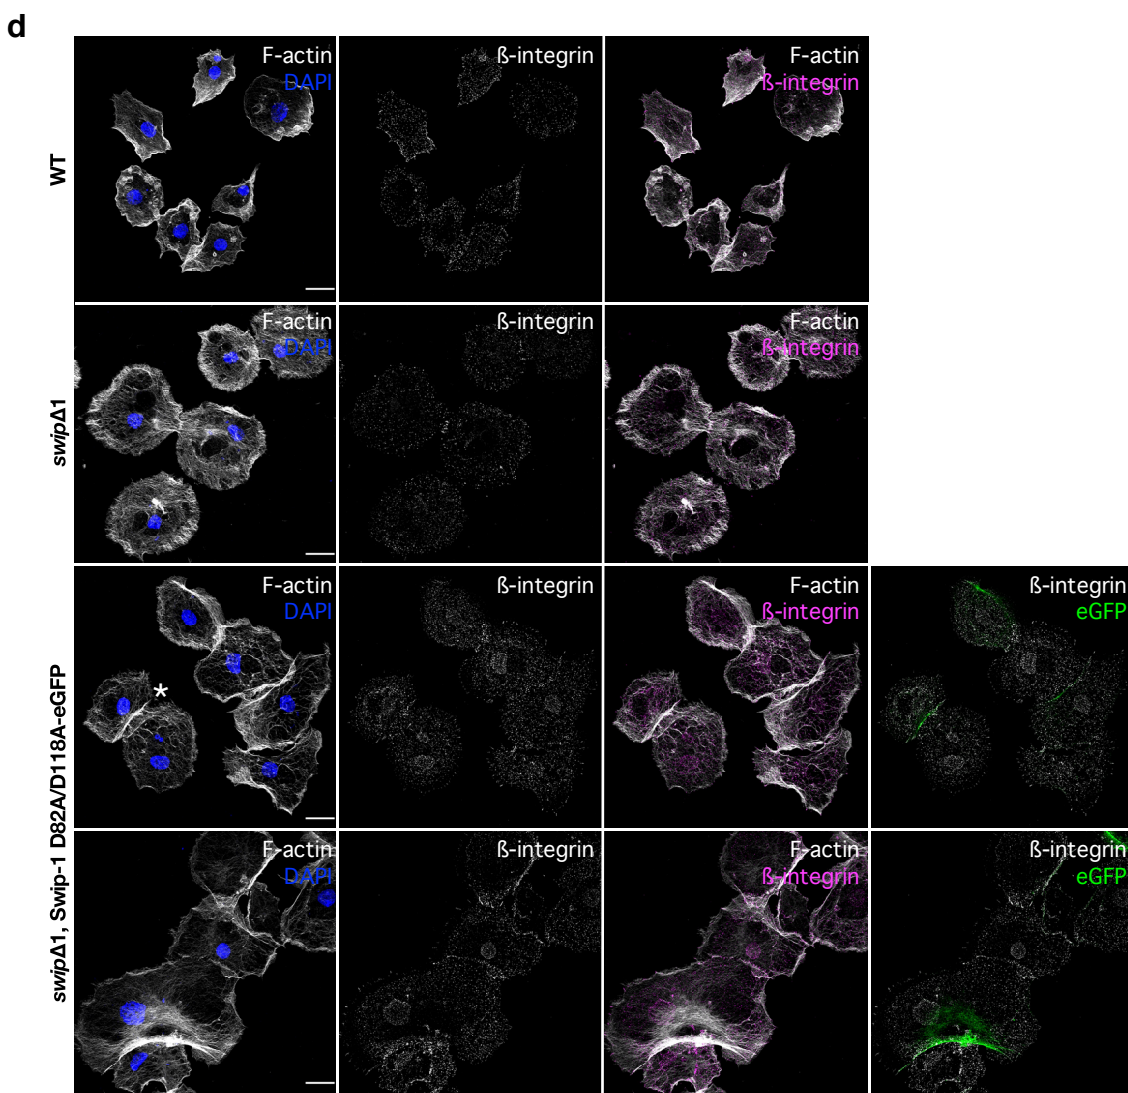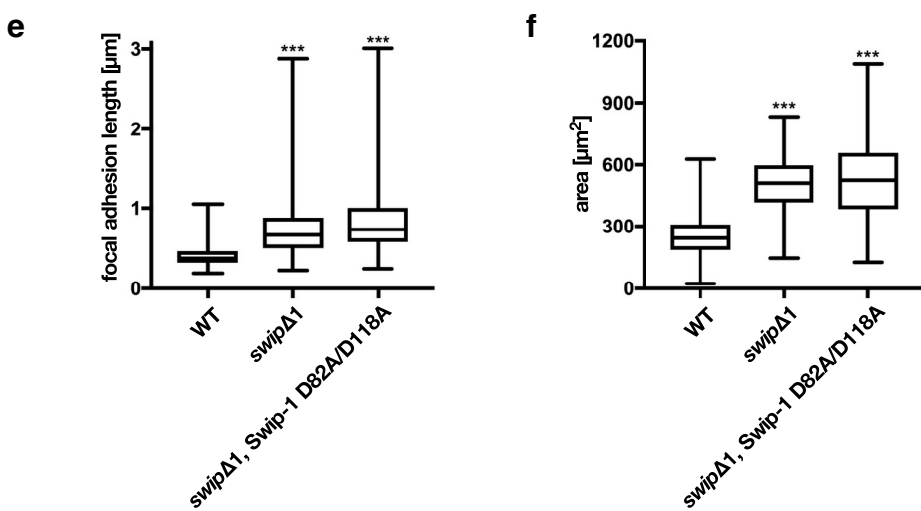

**Supplementary figure S2: Loss of Swip-1 impairs cell migration and focal adhesion turnover of macrophages**

**(a)** Quantification of track displacement, **(b)** track straightness calculated as the ratio of track displacement to track length and **(c)** track length. n= WT: 114, OE: 133, swip-1 mutant: 206, rescue WT: 166, rescue Swip-1-D82A/D118A: 136 tracks. Boxes indicate 50% (25-75%) and whiskers (5-95%) of all measurements, with black lines depicting the medians. For statistical analysis, two values indicated by connecting black lines were compared with two-sided Mann–Whitney test, P value: 0.12 (ns), 0.033 (\*), 0.002 (\*\*), <0.001 (\*\*\*). **(d)** Maximum intensity projection of confocal images of pupal wild-typic, mutant and mutant macrophages re-expressing GFP-tagged calcium binding mutant Swip-1 variant under the control of the hemolymph-Gal4 driver plated on vitronectin coated cover slips. Scale bars represent 10  $\mu$ m. Cells were co-stained with anti- $\beta$ -integrin antibody (white/magenta), DAPI (blue) and phalloidin (white). The asterisk marks a contact site of two macrophages enriched in  $\beta$ -integrin staining and Swip-1-D82A/D188A-eGFP localization. Images shown are representative of two independent experiments. **(e)** Length of randomly chosen focal adhesions (FA) marked by anti- $\beta$ -integrin staining in the lamellipodia were measured in a single z-plane using Image J. n= WT: 443 FA of 26 macrophages, swip-1 mutant: 645 FA of 41 macrophages, calcium-binding mutant Swip-1-D82A/D118A: 573 FA of 35 macrophages. **(f)** Cell size of single wild type, mutant and mutant macrophages re-expressing GFP-tagged calcium binding mutant Swip-1 variant was measured using Image J Analyze particles macro. n= WT: 65, swip-1 mutant: 60, calcium-binding mutant Swip-1-D82A/D118A: 59 macrophages. (e, f) Boxes indicate 50% (25-75%) and whiskers minimum and maximum of all measurements, with black lines depicting the medians. Two-sided Mann–Whitney test was used, P value: <0.001 (\*\*\*).

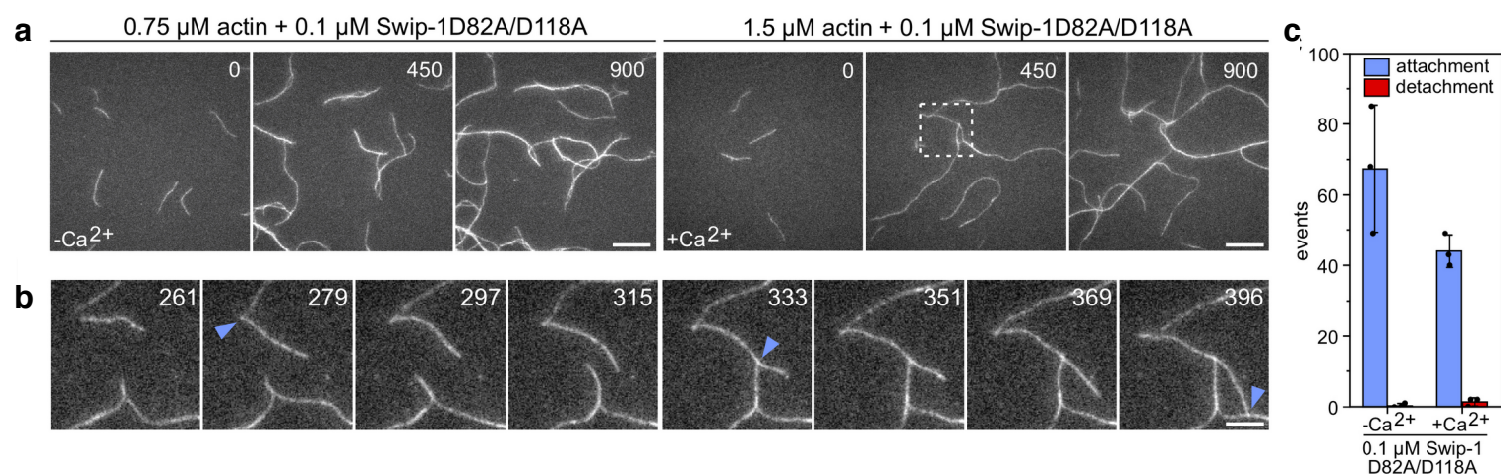

**Supplementary figure S3:** *Drosophila* Swip-1-D82A/D118A maintains stable cross-links in the presence of calcium.

**(a)** Time-lapse micrographs of TIRFM assays, used for analysis of cross-linking behavior of the Swip-1-D82A/D118A EF-hand mutant in the absence or presence of 1 mM  $\text{Ca}^{2+}$ . Polymerization of 0.75 or 1.5  $\mu\text{M}$  G-actin (10% ATTO488-labelled) with 0.1  $\mu\text{M}$  *Drosophila* Swip-1 D82A/D118A in the absence and presence of  $\text{Ca}^{2+}$  as indicated. Note significantly cross-linked networks in the absence of  $\text{Ca}^{2+}$  as compared to assay conditions in the presence of  $\text{Ca}^{2+}$ . **(b)** Enlarged gallery of inset (dashed box in a) displays stable cross-linking behavior of 0.1  $\mu\text{M}$  *Drosophila* Swip-1 D82A/D118A in the presence of  $\text{Ca}^{2+}$  at higher temporal resolution. Blue arrowhead marks a newly formed cross-link. Time is given in seconds in the upper right corner of each frame. Scale bars, 10  $\mu\text{m}$ . **(c)** Quantification of attachment and detachment event in the absence or presence of  $\text{Ca}^{2+}$ . Bars represent mean  $\pm$  SD from three movies each ( $n=3$ ). Data points show the measured values of the experiments.

# Supplementary material for: Calcium bursts allow rapid reorganization of EFhD2/Swip-1 cross-linked actin networks in epithelial wound closure
**Source:** Nat Commun. 2022 May 6;13:2492. doi: 10.1038/s41467-022-30167-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File Name: Supplementary Movie 1

Description: **Swip-1 localizes to protruding lamellipodia**

Random migration of macrophages expressing EFhD2/Swip-1-eGFP transgene imaged in living wild type pupa (4h APF). Note: Some cells migrate along tracheae. Scale bar 10  $\mu\text{m}$ .

File Name: Supplementary Movie 2

Description: **Loss of Swip1 speeds up 3D cell migration of macrophages**

Spinning-disk microscopy videos of randomly migrating macrophages in prepupae (4h APF) with indicated genotypes were tracked by using Imaris 9.3. Track speed mean is color-coded (0.06 to 6  $\mu\text{m}/\text{min}$ ).

File Name: Supplementary Movie 3

Description: **Calcium binding of Swip-1 is required for localization and function**

Random migration of macrophages expressing Swip-1-D82A/D118A-eGFP transgene imaged in living wild type pupa (4h APF). Note: Some cells migrate along tracheae. Scale bar 10  $\mu\text{m}$ .

File Name: Supplementary Movie 4

Description: **EFhD2/Swip-1 is a cross-linking protein.**

Representative time-lapse TIRFM movies of the assembly of actin filaments in the presence of Drosophila Swip-1, human EFhD2, -actinin4 or fascin. 1.0  $\mu\text{M}$  G-actin (10% ATTO488 labeled) was polymerized either in the presence of 1.0  $\mu\text{M}$  Drosophila Swip-1, 500 nM human EFhD2, 500 nM -actinin4 or 500 nM fascin. As opposed to EFhD2, -actinin and fascin, which formed prominent bundles, Drosophila Swip-1 did not induce formation of bundles, but exclusively promoted the formation of cross-linked networks. Notably, however, EFhD2 also exhibited cross-linking activity. Time is in min:sec. Scale bar 15  $\mu\text{m}$ .

File Name: Supplementary Movie 5

Description: **Swip-1 forms stable cross-links in the absence of  $\text{Ca}^{2+}$ .**

Representative time-lapse TIRFM movies of the assembly of actin filaments in the absence of  $\text{Ca}^{2+}$ . 0.75  $\mu\text{M}$  G-actin (10% ATTO488 labeled) was polymerized either in the absence (control, left panel) or presence of 0.1  $\mu\text{M}$  (middle panel) or 1.0  $\mu\text{M}$  Drosophila EFhD2/Swip-1 (right panel). Even at 0.1  $\mu\text{M}$ , Swip-1 formed stable cross-links between elongating actin filaments, creating a stable and highly cross-linked network, while actin control filaments did not form any cross-linked arrays. Note the almost perpendicular arrangement of cross-links formed by Drosophila EFhD2/Swip-1. Time is in min:sec. Scale bar 15  $\mu\text{m}$ .

File Name: Supplementary Movie 6

Description: **Bundles formed by EFhD2 remain stable in the presence of  $\text{Ca}^{2+}$ .**

Representative time-lapse TIRFM movies of the assembly of actin filaments in the absence or presence of  $\text{Ca}^{2+}$ . 0.75  $\mu\text{M}$  or 1.5  $\mu\text{M}$  G-actin (10% ATTO488 labeled) was polymerized in the presence of 1.0  $\mu\text{M}$  human EFhD2. Notably, bundling activity was not affected by calcium. Time is in min:sec. Scale bar 15  $\mu\text{m}$ .

File Name: Supplementary Movie 7

Description: **Swip-1 forms transient cross-links in the presence of  $\text{Ca}^{2+}$ .**

Representative time-lapse TIRFM movies of the assembly of actin filaments in the presence of  $\text{Ca}^{2+}$ . 1.5  $\mu\text{M}$  G-actin (10% ATTO488 labeled) was polymerized either in the absence (control, left panel) or presence of 0.1  $\mu\text{M}$  (middle panel) or 1.0  $\mu\text{M}$  Drosophila EFhD2/Swip-1 (right panel). Cross-links between actin filaments (not seen with the control) were rare in the presence of  $\text{Ca}^{2+}$  at the low Drosophila EFhD2/Swip-1 concentration of 0.1  $\mu\text{M}$ . At 1.0  $\mu\text{M}$  Drosophila EFhD2/Swip-1 the crosslinks were highly dynamic and short lived as seen by frequent detachment of crosslinked filaments. Time is in min:sec. Scale bar 15  $\mu\text{m}$ .

File Name: Supplementary Movie 8

Description: **Human EFhD2 forms transient cross-links in the presence of  $\text{Ca}^{2+}$ .**

Representative time-lapse TIRFM movies of the assembly of actin filaments in the absence or presence of  $\text{Ca}^{2+}$ . 0.75  $\mu\text{M}$  or 1.5  $\mu\text{M}$  G-actin (10% ATTO488 labeled) was polymerized in the presence of 0.1  $\mu\text{M}$  human EFhD2. In variation to Drosophila Swip-1, EFhD2 exhibited both bundling and cross-linking activity. Note that cross-linking virtually disappeared in the presence of calcium. Time is in min:sec. Scale bar 15  $\mu\text{m}$ .

File Name: Supplementary Movie 9

Description: **Calciumbinding mutant Swip-1-D82A/D118A forms stable cross-links and bundles even in the presence of  $\text{Ca}^{2+}$ .**

Representative time-lapse TIRFM movies of the assembly of actin filaments in the absence or presence of  $\text{Ca}^{2+}$ . 0.75 or 1.5  $\mu\text{M}$  G-actin (10% ATTO488 labeled) were polymerized in the presence of 0.1  $\mu\text{M}$  Swip-1-D82A/D118A. Cross-links between actin filaments were stable even in the presence of  $\text{Ca}^{2+}$ . Time is in min:sec. Scale bar 15  $\mu\text{m}$ .

File Name: Supplementary Movie 10

Description: M10: **An in vivo single-cell wounding model of the abdominal epidermis in the early Drosophila pupa**

Spinning-disk microscopy video of the abdominal epidermis from a wild type 18h APF old pupa ubiquitously expressing a Lifeact-eGFP transgene under the control of the da-Gal4 driver. Images were taken every 30 sec for 60 min, ablation starts at t=0 min. Scale bar 25  $\mu\text{m}$ .

File Name: Supplementary Movie 11

Description: **Swip-1 is immediately recruited to lamellipodial protrusions upon wounding**

Spinning-disk microscopy video of the abdominal epidermis from a wild type 18h APF old pupa ubiquitously expressing a EFhD2/Swip-1-eGFP transgene under the control of the da-Gal4 driver. Images were taken every 20 sec for 30 min, ablation starts at t=0 min. Scale bar 25  $\mu\text{m}$ .

File Name: Supplementary Movie 12

Description: **Single-cell wounding response depends on calcium waves**

Spinning-disk microscopy video of the abdominal epidermis from a wild type 18h APF old pupa ubiquitously expressing the calcium indicator RCaMP under the control of the da-Gal4 driver. Images were taken every 250 msec for 72 sec in total, ablation starts at t=0 sec. Changes of intracellular calcium are visible as an increasing fluorescence intensity. The calcium wave is propagated in a circular fashion with a velocity of  $2.2 \pm 0.7 \mu\text{m}/\text{sec}$ . Scale bar 25  $\mu\text{m}$ .

File Name: Supplementary Movie 13

Description: **Epithelial wound closure requires Swip-1 function**

Spinning-disk microscopy video of the abdominal epidermis from a swip-1 mutant 18h APF old pupa ubiquitously expressing a Lifeact-eGFP transgene under the control of the da-Gal4 driver. Images were taken every 30 sec for 60 min, ablation starts at t=0 min. Scale bar 25  $\mu\text{m}$ .

File Name: Supplementary Movie 14

Description: **Loss of mouse EFhD2 in B16-F1 cells impairs 2D cell migration.**

Random migration of B16-F1 and derived EFhD2-KO cells (clone #10) on laminin. Cells were recorded by phase-contrast, time-lapse imaging using a 4x with objective with additional optovar 1.6x magnification and tracked by MTrackJ to illustrate representative cell trajectories. Note the shorter travelled distance by the mutant cells. Time is indicated in h:min:sec. Scale bar 100  $\mu\text{m}$ .

File Name: Supplementary Movie 15

Description: **Activated Arp2/3 complex and Swip-1 induce formation of cross-linked dendritic actin networks.**

Representative time-lapse TIRFM movie of the assembly of actin filaments in the presence of active Arp2/3 complex and Swip-1. 0.5  $\mu\text{M}$  actin (10% ATTO488 labeled) was co-polymerized with 0.1  $\mu\text{M}$  Swip-1, 0.25 nM Arp2/3 complex and 5 nM WAVE2-VCA in the absence of  $\text{Ca}^{2+}$ . Under these conditions, activated Arp2/3 complex formed branches at an angle of  $\sim 70^\circ$  degrees to the respective mother filaments (red arrowheads) while Swip-1 preferentially formed cross-links (cyan arrowheads) at perpendicular angles between spontaneously growing and Arp2/3 complex nucleated filaments to yield a lamellipodium-like network over time. Time is in min:sec. Scale bar 15  $\mu\text{m}$ .

# Supplementary material for: Calcium bursts allow rapid reorganization of EFhD2/Swip-1 cross-linked actin networks in epithelial wound closure
**Source:** Nat Commun. 2022 May 6;13:2492. doi: 10.1038/s41467-022-30167-0
**Supplement:** Supplementary file 19 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ ☐ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

Zen Blue 2.5 (Zeiss); Imaris 9.3 (Bitplane); LasX (Leica)

Data analysis

ImageJ 1.51 (NIH); Prism 7 (GraphPad); Microsoft Excel, Origin Pro 2021 (OriginLab)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All data are available within the article, supplementary Information, or from the source data file.

### Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                           |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were chosen on the basis of preliminary phenotypic experiments so as to provide sufficient power for statistical comparison. |
| Data exclusions | No data were excluded.                                                                                                                    |
| Replication     | All replicates are reported in the manuscript                                                                                             |
| Randomization   | Randomization was not relevant to this study. Experiments were conducted on different flies or cells on different (random) days           |
| Blinding        | Blinding was not relevant for this type of experiments. Researchers always used controls with defined genotypes.                          |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti- $\beta$ -integrin (CF.6G11 from DSHB); anti-EFhD2 antibody was kindly provided by Dirk Mielenz, Erlangen                                                                                                                                                                                                                                                                                                           |
| Validation      | anti- $\beta$ -integrin; link to the website with all relevant information : <a href="https://dshb.biology.uiowa.edu/CF-6G11">https://dshb.biology.uiowa.edu/CF-6G11</a><br>The specificity of antibodies were validated by comparing protein level in wild type versus mutant and/or by the manufactures.<br><br>Informations about Alexa Fluor Antibodies: <a href="https://www.abcam.com/">https://www.abcam.com/</a> |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                                                                                                                                                                                               |
|-------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | Drosophila S2R+ cells from DGRC, link to the website with all relevant information: <a href="https://dgrc.bio.indiana.edu/product/View?product=150">https://dgrc.bio.indiana.edu/product/View?product=150</a><br>Mouse melanoma cells B16-F1 (ATTC, CRL-6323) |
| Authentication                                                    | Cells were obtained and authenticated by the manufacturers.                                                                                                                                                                                                   |
| Mycoplasma contamination                                          | Cells were confirmed negative for mycoplasma contamination.                                                                                                                                                                                                   |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | None of the cell lines used are listed in the ICLAC register.                                                                                                                                                                                                 |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|--------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | Wound closure experiments were performed using 18-20 h old pupa; macrophages were isolated from white prepupa (0-4h APF). Both, females and males were used for wounding experiments and macrophage isolation. The following fly stocks were obtained from the Bloomington stock center: w[1118] (BL3605), hml $\Delta$ -Gal4 (BL30139), y[*] w[*]; P{w[+mC]=UAS-2xEGFP}AH3 (BL6658), w[*]; P{w[+mC]=UAS-Lifect.GFP.W}3 (BL57326), y[1] w[*]; P{y[+t*] w[+mC]=UAS-Lifect-Ruby}VIE-19A (BL35545), w [*]; PBac{w[+mC]=20XUAS-IVS-NES-jRCaMP1a-p10}VK00005 (BL63792). RNAi against EFhD2/Swip-1; w[1118]; P{GD7047}v31307 was obtained from the Vienna Drosophila RNAi Center. |
|--------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

Wild animals

The study did not involve wild animals

Field-collected samples

The study did not involve samples collected from the field

Ethics oversight

Using Drosophila as a model system no ethical approval or guidance was required.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

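RNA of GFP-positive Hml+ hemocytes, sorted from wandering third-instar larvae (3 libraries) and white prepupae (3 libraries), was sequenced as single 50 bp reads. According to the methods, the authors removed adapters with trimmomatic, aligned the reads with STAR to dm6 with the Ensembl annotation and compared groups with DESeq2. The authors deposited 1 table of raw counts per gene, whole numbers without normalization, with 1 column per library and no pooling of replicates. The counting program and its strand setting are not given in the sources used here, so overlapping and antisense genes could share reads. The libraries were not strand-specific. The paper's methods name TRIzol for the RNA, while the sample labels name a phenol and chloroform extraction. Every column of counts was matched to a sample by its name, and the condition of each sample was taken from its labels and the methods.

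The count totals were between 19228352 and 25958543 per library. Fewer counts give wider errors, and genes below the filter were not tested. Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM factors, filterByExpr with its minimum count of 10, quasi-likelihood F test, Benjamini-Hochberg FDR below 0.05). The standard error of a log2 fold change is its size divided by the square root of the F statistic. Gene lists were tested with camera from limma 3.58.1 at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over 13 lists. The lists hold the Arp2/3 complex, the WAVE Regulatory Complex, actin cross-linkers, actin elongators, integrin adhesion genes, markers of plasmatocytes, crystal cells and lamellocytes, genes of the fat body, salivary glands and muscle, genes of the ecdysone response, and cell cycle genes. Principal components were taken from log2 CPM with a prior count of 2.

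Exonic length per gene came from a later Ensembl annotation of the same assembly. Of 13332 genes found in both, 13298 (99.7%) had identical coordinates. GC content was not analysed here. The length trend of each library was fitted by loess (span 0.5) of log2 CPM on exonic length and given to edgeR as an offset.

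Named genes were chosen by a rule set in advance: every gene of Supplementary Fig. 1b, whose values in the paper had been seen, every gene of the Arp2/3, WAVE Regulatory Complex and cross-linker lists, Hml, and the 5 genes per direction with the largest log2 fold change among called genes with a mean of at least 5 CPM and no overlap between the stages. Members of the other lists are named where the list is reported.

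Alternatives set before the data were examined were DESeq2 size factors, total counts or upper-quartile factors in place of TMM, no low-count filter, a mean count of at least 10, DESeq2 1.42.0 (adjusted p below 0.05, below 0.1, or below 0.05 with at least 2-fold), limma-voom, an FDR of 0.01, at least 2-fold, the replicate number as a block, shrunken DESeq2 fold changes, other list tests, other principal component settings, and leaving out each library. The removal of the length trend was added after seeing the data. The larval and prepupal libraries share replicate numbers. The deviations of same-numbered libraries from their stage means correlated across genes at 0.28, 0.30 and 0.10 for replicates 1, 2 and 3, and at 0.23, 0.18 and 0.07 with the length trend removed. Every one of the first 3 was above 0.1, the third only narrowly, and no source names what a number stands for. The results are from the fit without a block, as set in advance because the methods name none, and the block was run as an alternative.

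The scripts were tested on simulated data with 200 of 7914 genes changed by a log2 fold change of 1 between simulated prepupal and larval libraries. edgeR recovered 75.5% of them with 6 false calls, DESeq2 80.0% with 18 and limma-voom 73.0% with 3. With a simulated length trend left in, edgeR made 131 false calls, and 10 after its removal. The simulated slopes differed less between the stages than those of the data, so 131 is no estimate of false calls there. In the data, 1027 genes were called only with the trend left in and 818 only with it removed.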

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

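The gene list tests were set in advance, and the test of the length trend on genes of at least 50 CPM was written down before its result was seen. The other tests of explanations in this part were chosen only after the results were seen, and the rules for same-numbered pairs and for the slopes of the libraries after their values were known. The rule for the slopes is the last of 4 tests tried on that explanation.

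The log2 fold changes fell with exonic length, a relation that the paper does not report, with a Spearman correlation of -0.40 across 7873 genes. It is no effect of ribosomal, mitochondrial and respiratory genes alone, since without these 233 genes the correlation was -0.38. It is no noise of genes with few counts either, since it was -0.55 over the 2812 genes of at least 50 CPM. Libraries of the same stage also differed along length, with a median absolute correlation of 0.41 over 6 pairs, so a candidate explanation is that libraries favour short transcripts to different degrees whatever their stage. The slopes per doubling of length, relative to the mean of the 6 libraries, were 0.20, 0.026 and 0.17 in larval and -0.087, -0.22 and -0.088 in prepupal replicates 1, 2 and 3. An exact permutation of 3 against 3 libraries cannot give a p below 0.1 and so decides nothing here. The differences within same-numbered pairs were -0.29, -0.25 and -0.26, with a mean of -0.27 and an SD of 0.018 (n = 3 pairs), and without pairing the standard error was 0.071. Both spreads are small against the mean, which argues against a bias of single libraries as the whole of the trend. All 9 pairs of different stages had a negative correlation, from -0.22 to -0.49. Within same-numbered pairs it was -0.40, -0.39 and -0.34 for replicates 1, 2 and 3. A length bias shared by libraries of the same number cancels between the stages by design. It could not have given the trend, so these values are no test of it. A stage difference, with prepupal hemocytes expressing short transcripts more, and a length bias of library preparation that goes with the stage cannot be told apart, because the sources name no preparation batches. The log2 fold change fell by 0.27 per doubling of length between the stages, and the difference of larval replicate 2 from the other larval libraries fell by 0.16.

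Hml, the gene whose driver marked the sorted cells, had a log2 fold change of -5.05 (standard error 0.44, FDR = 2.5e-05, edgeR) and went from 4912 ± 1593 to 149 ± 87.6 CPM (SD, n = 3 each), which the paper does not discuss. It was still -4.33 with the length trend removed. A lower share of plasmatocytes among the sorted cells would lower their markers alike and raise those of other cells. Of the 8 plasmatocyte markers, 7 were lower and 1, crq, was higher (0.95, FDR = 0.00034, edgeR), and the others ran from -0.81 for NimC1 to -5.05. The 4 crystal cell markers were all lower as well, with a median of -1.71 and no call as a list by camera (FDR = 0.17). Of these, lz (2.10 to 0.383 CPM) and peb (3.62 to 1.11 CPM) were near the floor, and PPO1 and PPO2 were not. The lamellocyte marker PPO3 (1.29) and the fat body genes Fbp1 (0.69, 8.13 to 13.1 CPM) and Fbp2 (1.53, 0.792 to 2.28 CPM) were called higher. The fat body gene Lsp1gamma (-0.46, 14.5 to 10.5 CPM) was called lower. The markers of other cells thus moved apart, but those of the fat body rest on low expression. The plasmatocyte list was called by camera (median -1.70, FDR = 0.0098) and by fry (FDR = 0.0036), and not with an estimated correlation (FDR = 0.50). A change of expression in these cells between the stages remains open and was not tested.

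The filamin gene cher had a log2 fold change of -5.39 (standard error 0.33, FDR = 3.9e-06, edgeR), from 772 ± 135 to 18.4 ± 8.87 CPM (SD, n = 3 each), while 4 of the 6 cross-linker genes were higher. These 4, Swip-1, jbug, Fim and sn, are all in Supplementary Fig. 1b, which the study chose from its own comparison of these stages. The paralog of cher, jbug, with which reads could be shared, gained 0.357% of the CPM that cher lost. cher was at -4.76 with the length trend removed. Because cher is also on the list of lamellocyte markers, a loss of lamellocytes is a candidate explanation. PPO3, at 23.2 CPM in larval libraries, was higher by 1.29, which argues against it, but is a single gene. Of the other markers, atilla had too few counts to be tested (15, 15 and 5 in larval, 9, 0 and 3 in prepupal libraries). Its counts go with a loss, and ItgaPS4 was below 1 CPM. The marker mys had a log2 fold change of 0.24 (FDR = 0.21, edgeR), and 0.25 (FDR = 0.044) with the replicate block. With the length trend removed, mys was called higher (0.62, FDR = 0.0010, edgeR). A higher mys goes against a loss, but this gene is also on the list of integrin adhesion genes. cher shares 406 exonic bp with cal1 on the opposite strand, which had at most 433 counts in any library. A loss of lamellocytes and a stage difference in cher itself cannot be told apart, because too few markers are expressed well enough.

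The 16 cell cycle and replication genes were all lower in prepupae at an FDR below 0.05 (edgeR), with a median log2 fold change of -2.67, and the count was also 16 when adjusted over the list alone. The list had an FDR of 5.6e-09 with camera and 0.0011 with fry, and 0.50 with an estimated correlation. The paper does not report these genes. Removing the length trend gave a median of -2.60. A stage difference in proliferation may underlie it and was not tested further.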

How the results depend on the processing

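The settings that remove the length trend were chosen after seeing the data. All others were set in advance.

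The number of differentially expressed genes stayed within 1.5 times of 4264 under 10 of the 12 alternatives set in advance that keep all libraries. The exceptions require at least 2-fold, with edgeR (1580 genes, 621 higher and 959 lower) and with DESeq2 (1619 genes, 672 higher and 947 lower), and leave out smaller changes by construction. With the length trend removed, at least 2-fold gave 1317 genes, 542 higher and 775 lower. Leaving out 1 library gave between 3251 and 4552 genes, with 1614 to 2322 higher and 1637 to 2230 lower. The replicate block gave 4736 genes, 2326 higher and 2410 lower, and 4169 with the length trend also removed. Without it, the block added calls of the integrin adhesion genes mys (0.25, FDR = 0.044) and mew (0.30, FDR = 0.031), and changed no other call among the named genes, the list members and the lists. Of the 10 splits of the 6 libraries into 3 and 3, 1, the real one, gave as many called genes, and the 9 others gave 0 at an FDR below 0.05 with edgeR. Since 10 splits cannot give a share under 0.1, this count alone cannot exclude chance. Of the 4 splits that part all 3 replicate pairs, the real one was the only one with called genes. The other splits mix the stages, which raises the spread within each group.

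Swip-1 was called under all 22 alternatives. Leaving out 1 library gave 2.29 to 2.47. Fhos, Shrm, Arpc3B, jbug, HSPC300, Arpc4, flr, Fim and sn were called under all of theirs. Myo28B1 (1.66) was past an FDR of 0.05 but not of 0.01, and ran from 1.24 to 2.03 with 1 library left out. Values below 2-fold were those of CG31715 (0.78) with the length trend removed, and of Fim (0.97) and sn (0.95) under total counts, where both were still called. The log2 fold changes reversed for Hem (-0.094) and Abi (-0.18) under total counts, which shifted all tested genes by a median of -0.20, Hem by -0.19 and Abi by -0.20, so that values this close to 0 changed sign with the scale. Actn turned from -0.25 to 0.17 with the length trend removed and 0.19 with the replicate block too. None of these was called under its setting. Actn shares 265, 196 and 826 exonic bp with usp, CG4313 and east. Actn was called lower under total counts (-0.45). Over the 23 named genes outside Supplementary Fig. 1b, these 3 included, 461 values kept their direction and their side of the threshold, 35 lost the call, 5 gained one and 5 reversed, all of them values of Hem, Abi and Actn.

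For the gene lists, an estimated correlation left no call among the Arp2/3 complex (median log2 fold change 0.71), the plasmatocyte markers (-1.70) and the cell cycle genes (-2.67), each at an FDR of 0.50. fry added the WAVE Regulatory Complex (0.22), cross-linkers (1.16), integrin adhesion genes (0.32) and ecdysone genes (-0.71). These calls do not set a list against other genes, since fry asks only whether its genes change. The cross-linkers Swip-1, jbug, Fim and sn were chosen by the study from its own comparison of these stages, so that list is not independent evidence. With the length trend removed, camera also called the WAVE Regulatory Complex (0.60) and integrin adhesion genes (0.55). The crystal cell markers ran from -2.48 to -1.34 with 1 library left out and were called only without prepupal replicate 1 (-2.48). The cause was not tested.

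The first principal component held 90.0% of the variance over the 500 most variable genes, 77.9% with a prior count of 0.5 and 79.3% with the length trend removed. Depth limits genes such as Myo28B1, with 3 to 32 counts per library.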

Differences from the paper's values

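The paper reports 1542 differentially expressed genes, and 4264 were called here. Of these, the paper's number with higher expression in pupal macrophages is 804, and 2105 were found here. The text states no threshold. Of the alternatives set before the data were examined, 2 gave counts within 1.5 times of the paper's: edgeR with at least 2-fold (1580 genes, 621 higher) and DESeq2 with at least 2-fold (1619 genes, 672 higher). The others, including each library left out, did not. At least 2-fold with the length trend removed, chosen after seeing the values, also came within that range (1317 genes, 542 higher) and drops 1 of the paper's 12 genes of Supplementary Fig. 1b, CG31715. In both 2-fold settings set in advance fewer genes were higher than lower (621 against 959 and 672 against 947), while the paper's numbers put more genes higher.

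The paper's text calls 2.46 a fold change of Swip-1. Supplementary Fig. 1b gives the same number as a log2 fold change, and the value here is 2.36 on that scale, or 5.14-fold on the linear scale. The other 11 log2 fold changes of that figure also lay within a standard error of those found here. That standard error reflects the spread among libraries, so it does not measure how far analyses of the same libraries may differ. All 12 of the paper's values were higher, by 0.07 to 0.11. Both counts depend on the setting. Without larval replicate 2, 5 of the 12 paper values were higher (differences from -0.25 to 0.20) and 2 lay beyond a standard error, and 8 were higher and 6 lay beyond it without larval replicate 3. With the replicate block 4 lay beyond it, without prepupal replicate 2 also 4, under total counts 10, and with shrunken DESeq2 fold changes 5. Under each other alternative set in advance it was at most 1. A smaller standard error can also give such a count. For Arpc4 the block left the value at 1.55 and lowered the standard error from 0.14 to 0.081. With the length trend removed, chosen after seeing the values, 6 were higher and 9 lay beyond it, or 10 with the replicate block too.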

Other observations

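The tests of larval replicate 2 and of Swip-1 were chosen only after the results were seen. The gene list tests were set in advance.

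Larval replicate 2 lay nearest to the prepupal libraries on the first principal component. Prepupal cells in that library are a candidate explanation. Genes at least 8-fold lower in prepupae (74 genes) would need a share of 28.1% of such cells, but the 13 genes at least 16-fold higher in prepupae allow a median share of 0.251%, and 0.247% with the length trend removed, which argues against it. A biological difference between larval animals, such as their age, remains open and was not tested.

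The higher expression of Swip-1 in prepupae could come from the length trend, but its log2 fold change was 2.33 with the trend removed. Reads of CG10431, which overlaps it on the opposite strand, are another candidate source, but that gene had at most 72 counts in any library and was lower in prepupae by a log2 fold change of -1.73. The difference was called under all 22 alternatives, and that it is biological is left as a hypothesis, since it was found and tested in the same libraries.

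Among the other lists, the fat body, salivary gland and muscle genes had median log2 fold changes of 0.69, 0.05 and -0.01, with FDRs of 0.75, 0.75 and 0.94 from camera. Over the same genes and with 1 library left out, the fat body median ran from 0.14 (without prepupal replicate 2) to 0.89, and the salivary gland and muscle medians stayed between -0.13 and 0.20. Their medians in larval libraries were 6.11, 0.983 and 1.75 CPM. The muscle gene bt varied among larval libraries, at 56.0 ± 55.6 CPM (SD, n = 3). The ecdysone response genes moved in both directions, with a median of -0.71 (FDR = 0.30), EcR at -4.29 and Eip71CD at 2.89. Over the same 10 genes it stayed between -0.88 and -0.59 with 1 library left out. With the length trend removed it was -0.33. The actin elongators ena (0.63), Frl (-0.61) and WASp (0.19) had a median of 0.19 (FDR = 0.83), with ena and Frl called in opposite directions. The integrin adhesion genes had one of 0.32 (FDR = 0.19), with if called higher (3.11) and rhea lower (-1.09), and the lamellocyte markers one of 0.05 (FDR = 0.94) and a mean below 0. The lamellocyte median over the same 4 genes ran from -0.45 (without prepupal replicate 1) to 0.40 (without prepupal replicate 2), and was -0.095 without larval replicate 3. That of the elongators was 0.085 without prepupal replicate 3. Filtering anew without a library let genes near the floor into some lists, and the medians then reached 0.0046 for 11 ecdysone genes and -0.022 for 6 fat body genes (both without prepupal replicate 2) and -1.07 for 5 lamellocyte markers, atilla included (without prepupal replicate 1). With the length trend removed, the medians were 0.79 for fat body, -0.26 for salivary gland, 0.028 for muscle, 0.40 for the elongators and 0.35 for the lamellocyte markers. None of these lists was called by camera with 1 library left out. The cross-linkers had a median of 1.16 (FDR = 0.21), and Swip-1, jbug, Fim and sn among them had been chosen by the study as higher.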
